# Sequencing Reveals miRNAs Enriched in the Developing Mouse Enteric Nervous System

**DOI:** 10.3390/ncrna10010001

**Published:** 2023-12-22

**Authors:** Christopher Pai, Rajarshi Sengupta, Robert O. Heuckeroth

**Keywords:** enteric nervous system, Hirschsprung disease, miR-9, miR-27b, miR-124, miR-137, miR-488, smRNA-seq

## Abstract

The enteric nervous system (ENS) is an essential network of neurons and glia in the bowel wall. Defects in ENS development can result in Hirschsprung disease (HSCR), a life-threatening condition characterized by severe constipation, abdominal distention, bilious vomiting, and failure to thrive. A growing body of literature connects HSCR to alterations in miRNA expression, but there are limited data on the normal miRNA landscape in the developing ENS. We sequenced small RNAs (smRNA-seq) and messenger RNAs (mRNA-seq) from ENS precursor cells of mid-gestation *Ednrb-EGFP* mice and compared them to aggregated RNA from all other cells in the developing bowel. Our smRNA-seq results identified 73 miRNAs that were significantly enriched and highly expressed in the developing ENS, with miR-9, miR-27b, miR-124, miR-137, and miR-488 as our top 5 miRNAs that are conserved in humans. However, contrary to prior reports, our follow-up analyses of miR-137 showed that loss of *Mir137* in *Nestin-cre*, *Wnt1-cre*, *Sox10-cre*, or *Baf53b-cre* lineage cells had no effect on mouse survival or ENS development. Our data provide important context for future studies of miRNAs in HSCR and other ENS diseases and highlight open questions about facility-specific factors in development.

## 1. Introduction

The enteric nervous system (ENS) is a network of neurons and glia in the bowel wall that controls bowel motility [1], epithelial cell function [2], and blood flow to the bowel [3,4]. The ENS primarily derives from the vagal neural crest [5], a highly migratory, multipotent cell population. At embryonic day 9.5 (E9.5) in mice, pre-enteric neural crest–derived cells invade the foregut then migrate and proliferate along the fetal bowel until, at E13.5, the bowel is fully colonized [6]. The enteric neural crest–derived cells (ENCDCs) then separate into two layers of ganglia, the myenteric plexus and the submucosal plexus [7]. Select ENCDCs stop migrating and differentiate into electrically active neurons by E11.5 [8], though the ENS continues to develop and mature in utero and postnatally [9,10]. The resulting diverse and complex ENS network is essential for survival.

One of the most dramatic failures in ENS development is evidenced in the congenital disorder Hirschsprung disease (HSCR). In HSCR, ENCDCs fail to fully colonize the distal bowel during the first trimester of pregnancy, leading to a lack of enteric neurons at the end of the bowel. The region that lacks the ENS tonically contracts, preventing the passage of intestinal contents. HSCR is characterized by severe constipation, abdominal distention, bilious vomiting, and failure to thrive. Current HSCR treatment is surgical removal of the affected bowel, but bowel inflammation and dysmotility frequently persist after this surgery [11]. A growing body of literature has linked HSCR to alterations in miRNA expression, suggesting a potential avenue for future research.

In the ENS, miRNAs are essential for progenitor differentiation and cell survival. This was demonstrated using *Wnt1-cre; Dicer^fl/fl^* mice, where deletion of *Dicer* (an essential miRNA processing enzyme) blocks miRNA biogenesis. Although ENCDCs in *Wnt1-cre; Dicer^fl/fl^* mice colonize the bowel normally by E13, *Wnt1-cre; Dicer^fl/fl^* ENCDCs almost completely disappear by E17 [12]. In contrast, in WT mice, ENCDCs complete bowel colonization by E13.5, separate into nascent myenteric and submucosal plexuses, and begin differentiating into mature neurons between E13 and E17. While the ENCDCs in *Wnt1-cre; Dicer^fl/fl^* mice are likely lost as a result of mass apoptosis [13], these experiments suggest a window of time when miRNAs are essential for ENS development.

In this study, we hypothesized that one or more miRNAs expressed at E13.5 are critical for ENS development and attempted to identify them. We report the results of small RNA sequencing (smRNA-seq) of E13.5 ENCDCs. We found 73 miRNAs highly expressed and significantly enriched in ENCDCs compared to 141 miRNAs enriched in other cells in the bowel. We identified miR-137 as a potential miRNA of interest based on prior literature about its influence in neuronal differentiation in the central nervous system. We evaluated survival of *Mir137* conditional knockout mice using four Cre-driver lines. Surprisingly, we found a lack of mouse mortality in any conditional knockout line, despite widespread lineage labeling and in contrast to prior studies.

## 2. Results

### 2.1. Paired smRNA-seq and mRNA-seq of Fetal ENCDCs Identified miRNAs with Potential Roles in Development

We isolated GFP^+^ ENCDCs and GFP^−^ gut cells from the bowels of E13.5 *Ednrb-EGFP* mice by fluorescence-activated cell sorting. *Ednrb-EGFP* mice produce GFP in all ENS cells at E13.5 [14]. Bulk RNA from GFP^+^ and GFP^−^ cells was separately sequenced to identify small RNA (smRNA-seq, filtered for miRNAs before the final analysis) regulators and messenger RNA (mRNA-seq) that could be regulated by miRNA (Figure 1A). 

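GFP+ ENCDCs and GFP- gut cells were sorted from the bowel, stomach to anus, of E13.5 *Ednrb-EGFP* embryos. mRNA-seq libraries were made from 4 replicates of each population with 750 pg of RNA each. RNA was pooled from several samples where needed, so the replicates measure the spread between these libraries. The cDNA and library kits (SMARTer and NexteraXT) do not keep the strand of a transcript, so reads from overlapping genes on opposite strands cannot be assigned to one strand. The authors aligned the reads to mm10 with STAR 2.4.2a, normalized them with PORT and used the minimum normalized read counts. The deposited values are whole-number counts for 29092 genes, already brought to nearly the same depth in every library. Total counts ran from 13250893 to 13264785 in the ENCDC samples (median 13259532.5) and from 13257119 to 13267220 in the gut samples (median 13259152.5). The highest total was 0.123% above the lowest. A gene entered the comparison when its mean count was at least 3 and its count was above 0 in at least 3 of the 4 samples of at least 1 population. This applies to each population the presence rule that the paper gives for ENCDCs. Differences were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, while the authors used voom and limma. On the first principal component, which held 60.9% of the variance, the ENCDC and gut samples separated. The second held 13.0% and set ENCDC replicate 3 apart from the other 7 libraries. The smRNA-seq data were not analysed here.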

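The GFP+ cells carried the transcripts of the enteric neural crest and of young neurons. *Ret*, the receptor that ENCDCs need to colonize the bowel, had a normalized count of 12464 ± 2721 in ENCDCs and 132 ± 30.7 in gut cells (SD, n = 4 each), a log2 fold change of 6.56 (standard error 0.22, adjusted p = 5.48e-09 from edgeR's quasi-likelihood test). *Sox10*, which keeps ENCDCs as progenitors, rose by 6.23 on the log2 scale (standard error 0.30, adjusted p = 7.22e-08 from edgeR). Of 19 genes of enteric neural crest progenitors, 19 were higher in ENCDCs (19 adjusted over the list alone). Their median log2 fold change was 5.32, or 5.09 with 1 gene that had no count in one population placed at its bound. All 22 pan-neuronal genes tested were higher (22 adjusted over the list alone), among them *Dpysl3*, *Tubb3*, *Gap43* and *Crmp1*, with a median of 4.37. Nicotinic and other transmitter receptors were higher for 13 of 16 genes and lower for 0 (15 higher adjusted over the list alone, median 4.24), among them *Chrna3*, *Chrnb4*, *Chrna5* and *Grik3*. Of 18 genes for making, loading or signalling with a transmitter or neuropeptide, 14 were higher and 2 were lower (14 and 2 adjusted over the list alone, median 3.47). *Slc18a2*, *Gal*, *Cartpt* and *Slc18a3* were the most abundant of the higher genes. *Penk* fell by 1.16 on the log2 scale. *Slc6a4*, the serotonin transporter gene, had no count in ENCDCs and was at least 11.7-fold lower, a call lost without gut replicate 1 (adjusted p = 0.0566 from edgeR) and without gut replicate 3 (0.0560). Of 21 genes of synaptic vesicles and release, 16 were higher and 0 were lower (16 and 0 adjusted over the list alone, median 2.06), among them *Syt11*, *Syt1* and *Vamp2*. Glial and Schwann cell genes were higher for 14 of 17 and lower for 1 (14 and 3 adjusted over the list alone, median 3.79). *Cnp* was among the higher ones, although it shares exon sequence with *Dnajc7* on the opposite strand, and *Pmp22* fell by 2.63. Voltage-gated channel genes went both ways, with 13 of 29 higher and 6 lower (14 and 6 adjusted over the list alone, median 1.03). *Scn3b*, *Cacna1h* and *Cacna2d1* were among the higher channels, and *Kcnd3*, *Cacna1d*, *Cacna1c*, *Kcnab1* and *Kcna1* were among the lower ones. *Kcna1* lost its call without any single library but ENCDC replicate 3 (adjusted p of 0.0626 to 0.142 from edgeR). *Kcnab1* lost it without ENCDC replicate 1 (0.0909) or 3 (0.0514) and without gut replicate 1 (0.0826), 2 (0.0513) or 3 (0.133). Without gut replicate 2, 3 channel genes were lower, without gut replicate 1 or 3, 1 transmitter gene was, and without ENCDC replicate 3, 2 glial genes were. Limma's camera, which compares a list with all other tested genes, called these 7 lists at its preset correlation. With the correlation between genes estimated from the data its adjusted p was 0.0501 for transmitters and neuropeptides, 0.0516 for synaptic vesicles and 0.154 for voltage-gated channels, and it stayed under 0.05 for the other 4 lists. *Ednrb* had 38742 ± 3246 normalized counts in ENCDCs and 2514 ± 122 in gut cells (SD, n = 4 each), which follows from the sort on *Ednrb-EGFP* and is not a finding.

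**Figure D1:**
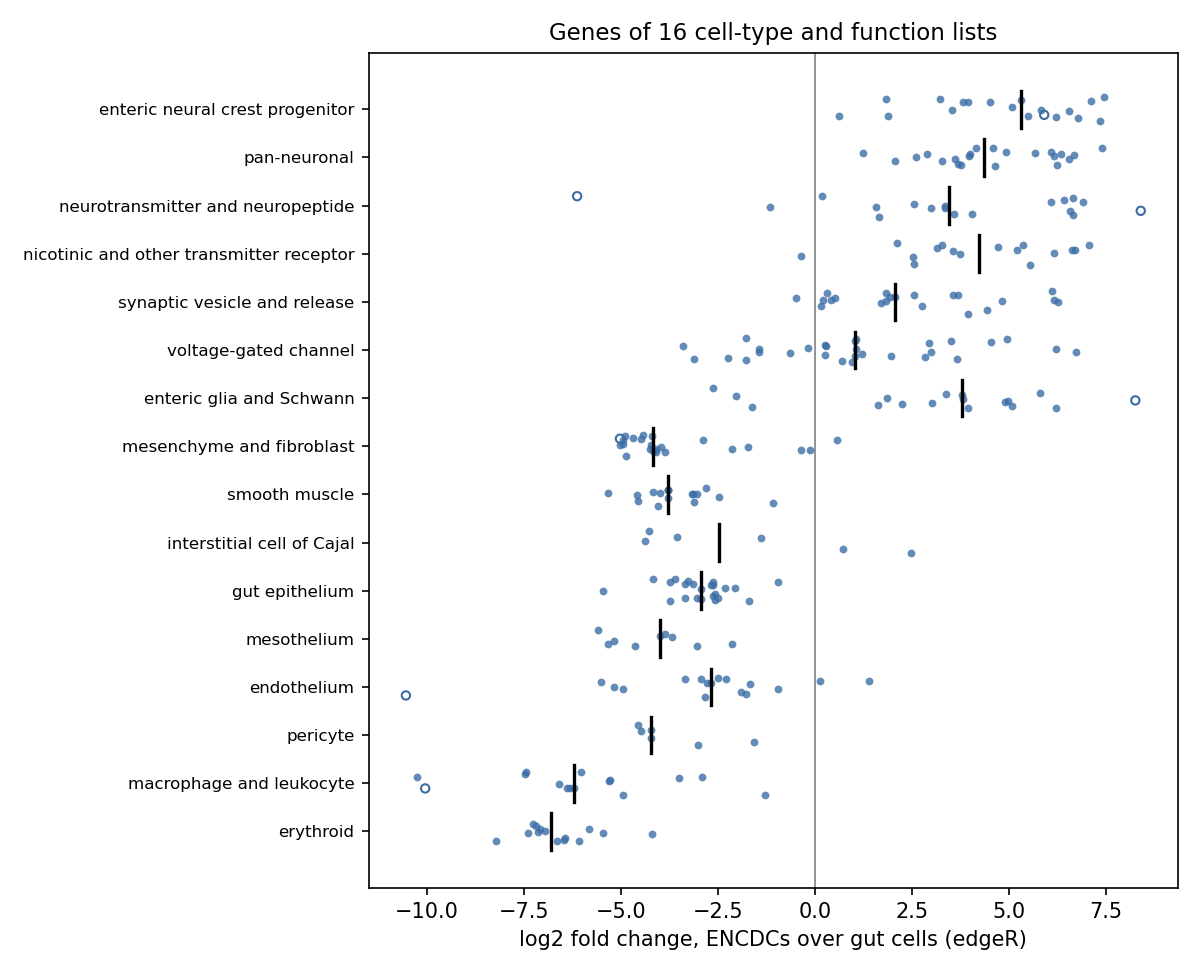
Log2 fold change of ENCDCs over gut cells (x axis, edgeR) for each tested gene of 16 lists (y axis), 1 point per gene. The black line is the median of a list, and open circles are genes with no count in 1 population, whose fitted value is not a bound. The 7 neural and glial lists lie to the right of 0 by their medians, and the 9 lists of other bowel cells lie to the left.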

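The GFP- cells carried the transcripts of the muscle, connective tissue, epithelium, vessels and blood of the bowel wall. Of 24 genes of mesenchyme and fibroblasts, 20 were lower in ENCDCs and 1 was higher (21 and 1 adjusted over the list alone). Their median log2 fold change was -4.18, or -4.16 with 1 gene that had no count in one population at its bound. The collagen genes *Col3a1*, *Col1a2*, *Col1a1* and *Col6a1* were the most abundant, and *Postn*, which rose by 0.58, was the exception. Smooth muscle genes were lower for 16 of 17 and higher for 0 (16 and 0 adjusted over the list alone, median -3.79). *Acta2*, the smooth muscle actin gene, had 26511 ± 3120.1 normalized counts in gut cells and 1912 ± 1905 in ENCDCs (SD, n = 4 each), a log2 fold change of -3.79 (standard error 0.57, adjusted p = 3.21e-04 from edgeR's quasi-likelihood test). Without ENCDC replicate 3 the log2 fold change of *Acta2* was -4.78. *Myl9*, *Myh11* and *Actg2* went the same way. Pericyte genes were lower for 6 of 6 (6 adjusted over the list alone, median -4.22), among them *Pdgfrb*, *Kcnj8*, *Abcc9* and *Rgs5*. Mesothelial genes were lower for 8 of 9 (8 adjusted over the list alone, median -3.99), among them *Upk3b*, *Bnc1* and *Krt7*. Epithelial genes were lower for 19 of 23 (20 adjusted over the list alone, median -2.92), among them *Epcam*, *Krt8*, *Cdh1* and *Krt19*. Endothelial genes were lower for 10 of 17 and higher for 1 (12 and 1 adjusted over the list alone, median -2.67). *Eng*, *Tek* and *Egfl7* were lower, and the VEGF receptor gene *Kdr* rose by 1.40. Without gut replicate 3, 6 endothelial genes were lower. *Egfl7* lost its call without any single library but ENCDC replicate 3 (adjusted p of 0.0722 to 0.105 from edgeR). Macrophage and leukocyte genes were lower for 15 of 15 (15 adjusted over the list alone, median -6.20), among them *Csf1r*, *Lyz2*, *Laptm5* and *Coro1a*. *Eng*, *Egfl7*, *Csf1r* and *Coro1a* share exon sequence with expressed genes on the opposite strand. Erythroid genes were lower for 14 of 14 (14 adjusted over the list alone, median -6.79), among them the paralogous globin genes *Hbb-bs*, *Hbb-bt*, *Hbb-y* and *Hba-a1*, whose reads can be split between copies. Erythroid globin transcripts made up 0.0035% to 0.0098% of the counts in ENCDC samples and 0.520% to 0.698% in gut samples. Of 6 genes of interstitial cells of Cajal, *Kit* and *Ano1* were among 4 lower ones, and *Etv1* and *Lix1* were higher (4 and 2 adjusted over the list alone, median -2.47). Limma's camera did not call the list of interstitial cells (adjusted p = 0.111) and called the other 8 lists at its preset correlation. With the correlation estimated from the data its adjusted p was 0.0767 for mesenchyme, 0.0868 for smooth muscle, 0.118 for mesothelium, 0.0767 for endothelium, 0.0653 for pericytes, 0.115 for macrophages and 0.0516 for erythroid genes, and of the 8 only the epithelial list stayed under 0.05. Mesenchyme and muscle transcripts were higher in ENCDC replicate 3 than in the other ENCDC samples. Their median member called lower stood at 13.6% of its gut level in replicate 3 and at 5.04%, 2.65% and 2.64% in replicates 1, 2 and 4. In the same order, mesothelial genes stood at 13.8% and at 2.58%, 2.72% and 5.32%, and pericyte genes at 10.6% and at 6.71%, 3.18% and 3.09%. Epithelial genes stood at 12.2% and at 8.87%, 15.0% and 10.6%, and endothelial genes at 1.59% and at 7.28%, 10.3% and 13.4%. The endothelial genes went both ways, since *Eng* and *Egfl7* were highest in ENCDC replicate 3 although the median member was lowest there.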

We compared GFP^+^ and GFP^−^ smRNA-seq data to identify miRNAs enriched in ENCDCs (Figure 1B, Supplementary File S1). We selected miRNAs that had an average expression value of at least 4 CPM (assuming miRNAs must clear a minimum threshold to effectively regulate mRNA) and were specifically enriched in ENCDCs, narrowing our results to 73 miRNAs. The top six high-expressing significantly ENCDC-enriched miRNAs were miR-9, -6540, -27b, -137, -124, and -488 (Table 1). As miR-6540 is only present in mice, additional analyses of miR-6540 were not pursued.

To identify potential mRNA targets for the five top miRNAs of interest, we used TargetScanMouse v8.0 [15,16] and compared the predicted mRNA targets to the mRNAs present in GFP^+^ ENCDCs based on our mRNA-seq data (Supplementary Files S2–S7). 

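Limma's camera did not call the predicted targets of the 5 miRNAs higher or lower in ENCDCs as a group than the other genes present there, while targets of 3 of the miRNAs lay lower than random lists matched on mean count. The target lists of Supplementary Files S3–S7 hold 3921 genes, and the study drew them from genes present in these same ENCDC samples. Among the targets are genes that act in neurons and in the crest. *Elavl4*, a neuronal RNA-binding protein gene on the miR-9 list, rose by 6.23 on the log2 scale, and *Dcx*, a microtubule protein gene of migrating neurons on the miR-27b list, rose by 2.90. *Isl1*, on the miR-9 and miR-27b lists, fell by 3.25, and *Meis2*, on the miR-27b list, fell by 3.38. *Kdm1a* and *Ezh2*, chromatin enzyme genes on the miR-137 list, rose by 0.54 and 0.64. Of 1131 miR-9 targets tested, 258 were higher in ENCDCs and 277 were lower than in gut cells at an adjusted p under 0.05 from edgeR (272 and 287 adjusted over the list alone). Of 1097 miR-27b targets, 267 were higher in ENCDCs and 239 were lower (271 and 247 adjusted over the list alone). Of 1824 miR-124 targets, 419 were higher in ENCDCs and 438 were lower (444 and 464 adjusted over the list alone). Of 1032 miR-137 targets, 268 were higher in ENCDCs and 209 were lower (273 and 222 adjusted over the list alone). Of 333 miR-488 targets, 78 were higher in ENCDCs and 55 were lower (78 and 57 adjusted over the list alone). Because the study chose the lists on these samples, the counts adjusted over a list alone are not independent evidence. Median log2 fold changes were -0.026 for miR-9, -0.028 for miR-124, 0.037 for miR-27b, 0.060 for miR-137 and 0.12 for miR-488. Present genes on none of the 5 lists had a median of 0.10, with 2270 higher and 1813 lower. Limma's camera, with genes present in ENCDCs as background and adjustment over 7 target sets, called 0 of them. The adjusted p was 0.611 for miR-9 and miR-124, 0.823 for miR-27b and miR-488, and 0.945 for miR-137. At an unadjusted p under 0.05 it also called 0 of the 7 sets, and fry, which tests whether a list moves on balance one way, gave adjusted p values of 0.921 to 0.961. Against 10000 random lists of present genes matched on mean ENCDC count, the medians of miR-9 and miR-124 targets (adjusted p = 4.67e-04) and of miR-27b targets (3.36e-03) lay lower by permutation. Matched on 3' UTR length, those of miR-9 and miR-124 did (1.40e-03), although such lists treat genes as independent. From GO terms for development, neurons and synapses among the targets, the paper proposes that its isolation, sequencing and analysis correctly picked out miRNAs enriched in ENCDCs.

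**Figure D2:**
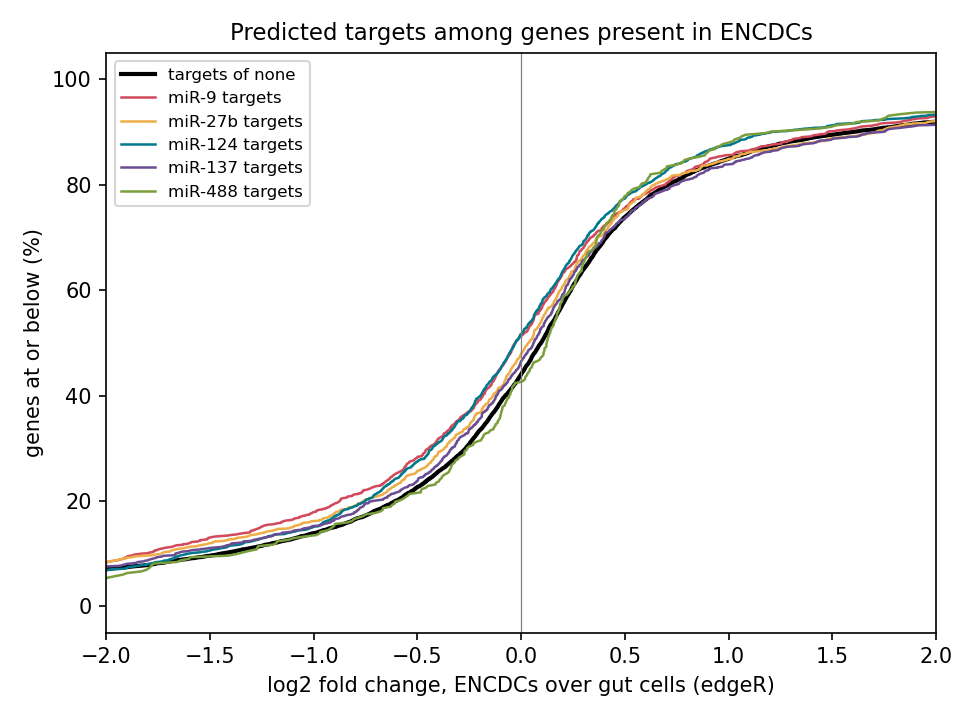
Share of genes (y axis, %) at or below a log2 fold change of ENCDCs over gut cells (x axis, edgeR) for the targets of each of the 5 miRNAs and for present genes that none of them targets. The axis is drawn from -2 to 2. The medians of miR-9 and miR-124 targets are -0.026 and -0.028, against 0.10 for genes that none targets.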

The resulting list of present predicted targets was then processed with the PANTHER Classification System to find biological processes each miRNA could regulate (as identified by the Gene Ontology (GO) Consortium) [17,18,19] (Figure 1C). The GO terms identified consistently involved development, neurons, and synapses, suggesting our cell isolation, sequencing, and data analysis pipelines correctly identified miRNAs enriched in ENCDCs at a critical juncture in development. Interestingly, of the 17,229 genes identified by mRNA-seq, 13,308 genes (77.2%) were not targeted by any of the 5 miRNAs of interest, and only 3 genes (*Nfia*, *Nfib*, and *Zbtb20*) were predicted to be targeted by all 5 miRNAs (Supplemental Figure S1).

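*Nfia* and *Nfib*, genes of nuclear factor I transcription factors, were lower in ENCDCs than in gut cells, and the zinc finger gene *Zbtb20* was higher. *Nfia* lies on chromosome 4 of mm10 from 97772734 to 98118874 and had 233 ± 106 normalized counts in ENCDCs and 620.4 ± 35.0 in gut cells (SD, n = 4 each). This is a log2 fold change of -1.41 (standard error 0.28, adjusted p = 2.45e-03 from edgeR's quasi-likelihood test). *Nfib* had 1754 ± 333 in ENCDCs and 4222 ± 539 in gut cells (SD, n = 4 each), a log2 fold change of -1.27 (standard error 0.14, adjusted p = 3.77e-05 from edgeR). For both genes every gut sample lay above every ENCDC sample. *Zbtb20* had 839 ± 326 in ENCDCs and 401 ± 135 in gut cells (SD, n = 4 each), a log2 fold change of 1.06 (standard error 0.31, adjusted p = 0.0205 from edgeR), and its samples overlapped between the populations. Adjusted over the list alone, 1 of the 3 genes was higher and 2 were lower. The *Zbtb20* call was lost without ENCDC replicate 1 (adjusted p = 0.0742 from edgeR), without gut replicate 1 (0.0616) and without gut replicate 2 (0.0670). *Nfia* shares 4 exon bases with a gene on the opposite strand. At the depth of the deposited counts, 16302 genes were present in ENCDCs by the paper's rule of a mean of at least 3 and a count in at least 3 of 4 samples. Of these, 12408 genes (76.1%) were on none of the 5 target lists, and the 3 genes above were on all 5. Of the genes on the lists, 3894 were present by that rule. The first 1999 genes of Supplementary File S2 were compared with the deposited counts, which held 54.1% of the reads that the supplement lists in each ENCDC sample.

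**Figure D3:**
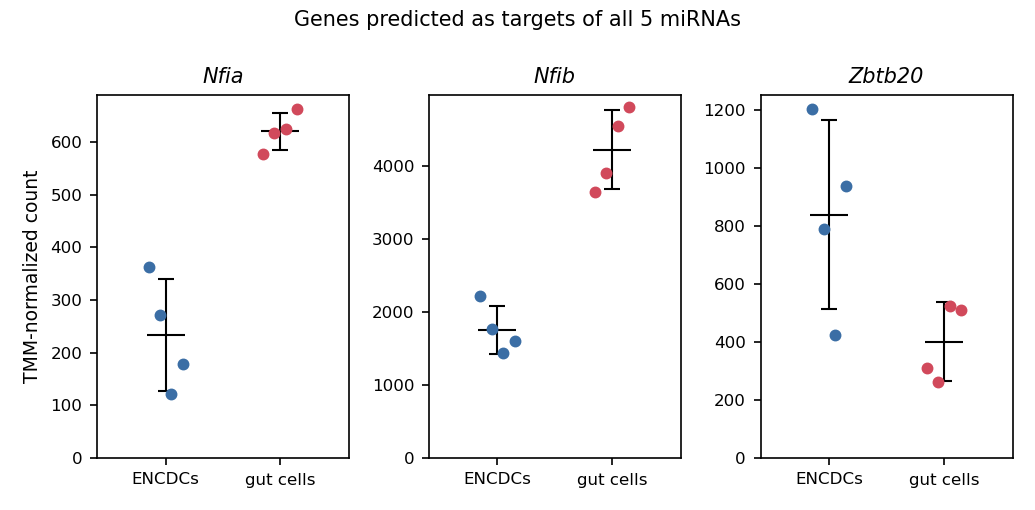
TMM-normalized counts (y axis, from 0) of *Nfia*, *Nfib* and *Zbtb20* in the 4 ENCDC and 4 gut samples, 1 point per sample, with the mean and SD. *Nfia* and *Nfib* are higher in gut samples, and the *Zbtb20* samples overlap.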

### 2.2. Paired smRNA-seq and mRNA-seq Data from Normal Bowels Are Insufficient to Predict Affected Biological Processes

To identify potential biological processes affected by miRNA targeting, we tested two pipelines for synthesizing smRNA-seq and mRNA-seq data. The first pipeline weighted predicted TargetScan 7.2 scores by the average expression of their respective miRNAs to create a predicted targeting strength score. The *t*-statistics of the mRNA-seq differential expression analysis were then multiplied by their predicted targeting strength scores with the intent to elevate low-enrichment, highly targeted mRNAs to significance. 

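Crest and neuronal genes were among the 10 largest increases in ENCDCs, and blood and immune cell genes were among the 10 largest decreases, of abundant genes whose samples did not overlap. Of 18866 genes tested with edgeR's quasi-likelihood test, 3212 were higher in ENCDCs and 3946 were lower at a Benjamini-Hochberg adjusted p under 0.05. Of these, 1558 were at least 2-fold higher and 3046 at least 2-fold lower. In 7040 genes (37.3%) all 4 samples of one population lay above all 4 of the other, where chance gives 2.86%. Among called genes with a mean count of at least 100 in the higher population and no overlap, the 10 largest increases by fitted fold change included the crest gene *Foxd3*. *Foxd3*, which encodes a transcription factor, had 580.1 ± 51.0 normalized counts in ENCDCs and 3.19 ± 1.67 in gut cells (SD, n = 4 each), a log2 fold change of 7.45 (standard error 0.31, adjusted p = 2.53e-08 from edgeR). *Phox2a*, which shares exon sequence with the more abundant *Inppl1* on the opposite strand, rose by 7.34 on the log2 scale. *Actl6b*, which encodes the neuronal chromatin subunit BAF53B, rose by 7.37, and *Stmn3*, a neuronal microtubule regulator gene, rose by 7.40. *Slc10a4*, *St8sia5* and *Fstl5* rose by 7.34, 7.34 and 7.31. Without gut replicate 1 the rise was 8.20 for *Slc10a4* and 8.16 for *Actl6b*, and without gut replicate 2 it was 8.01 for *Fstl5*. *Adcyap1*, the gene of the neuropeptide PACAP, had 3 counts in all gut samples together and an ENCDC to gut ratio of 340 (95% interval 116 to 1650). The ratio was 349 (96.3 to 2890) for *Tmprss5* and 518 (92.6 to 20500) for *Gm20515*, with 2 and 1 gut counts. The gut counts of *Adcyap1* were all from gut replicate 4, and those of *Tmprss5* and *Gm20515* from gut replicate 2. Intervals and bounds cover counting error only, since PCR copies are not independent molecules. On the other side, *Mpo*, the gene of myeloperoxidase, had a gut to ENCDC ratio of 2760 (496 to 109000), with its single ENCDC count from ENCDC replicate 2. The other 9 of the 10 largest decreases had no count in any ENCDC sample, so their order rests on fitted values, and they were set against 3 counts over the 4 samples. *Myo1f*, a leukocyte myosin gene, was at least 518-fold lower, *Ank1*, a red cell membrane gene, at least 296-fold, and *Tal1*, a blood and vessel transcription factor gene, at least 252-fold. *Arhgap30*, *Abcg3*, *Tifab*, *Clec7a*, *Abca9* and *Pik3cg* were at least 220-fold to 293-fold lower. Of the genes called higher, 143 had no count in any gut sample, and of those called lower, 586 had none in any ENCDC sample.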

Significant *t*-statistics were identified via a permutation analysis, ultimately identifying 31 genes. A secondary analysis using randomized mRNA-seq read counts for differential expression and pipeline testing identified 25 significant genes, for a signal-to-noise ratio of 1.24. We deemed this ratio insufficient to be considered reliable. When the analysis was limited to targeting by miR-137 alone rather than all 73 ENCDC-enriched and highly expressed miRNAs, 18 significant genes were identified with only 2 present in the randomized analysis, for a more believable signal-to-noise ratio of 9. Of these 18 genes, 4 were enriched in ENCDCs (*Slc25a5*, *Snrk*, *Tcf4*, and *Neurod4*).

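*Slc25a5*, *Snrk*, *Tcf4* and *Neurod4* were each higher in ENCDCs than in gut cells. *Slc25a5*, the gene of a mitochondrial ATP and ADP carrier, had 9078 ± 580.0 normalized counts in ENCDCs and 5355 ± 571 in gut cells (SD, n = 4 each). This is a log2 fold change of 0.76 (standard error 0.091, adjusted p = 6.60e-05 from edgeR's quasi-likelihood test), although reads from copies of *Slc25a5* elsewhere in the genome were not separated here. *Snrk*, a kinase gene, had 1532 ± 218 in ENCDCs and 833 ± 132 in gut cells (SD, n = 4 each), a log2 fold change of 0.88 (standard error 0.14, adjusted p = 6.04e-04 from edgeR). *Tcf4*, a basic helix-loop-helix transcription factor gene, had 5447 ± 1123 in ENCDCs and 1930.1 ± 181 in gut cells (SD, n = 4 each), a log2 fold change of 1.50 (standard error 0.15, adjusted p = 1.41e-05 from edgeR). *Neurod4*, a proneural factor gene, had 33.2 ± 21.8 in ENCDCs (SD, n = 4) and no count in any gut sample, so it was at least 43.7-fold higher (adjusted p = 1.36e-03 from edgeR). For each of the 4 genes every ENCDC sample lay above every gut sample, and 4 of the 4 were called when adjusted over the list alone. The study chose these genes on these samples, so that count is not independent evidence. All 4 are on the miR-137 target list of Supplementary File S6, *Snrk* is also on the miR-9 list and *Tcf4* on the miR-124 list. The paper reasons toward a second pipeline on ENCDC data alone. Its grounds are the many genes not enriched in ENCDCs that the first pipeline recovered, and a low signal-to-noise ratio over all miRNAs. The 4 genes above came from the run limited to miR-137.

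**Figure D4:**
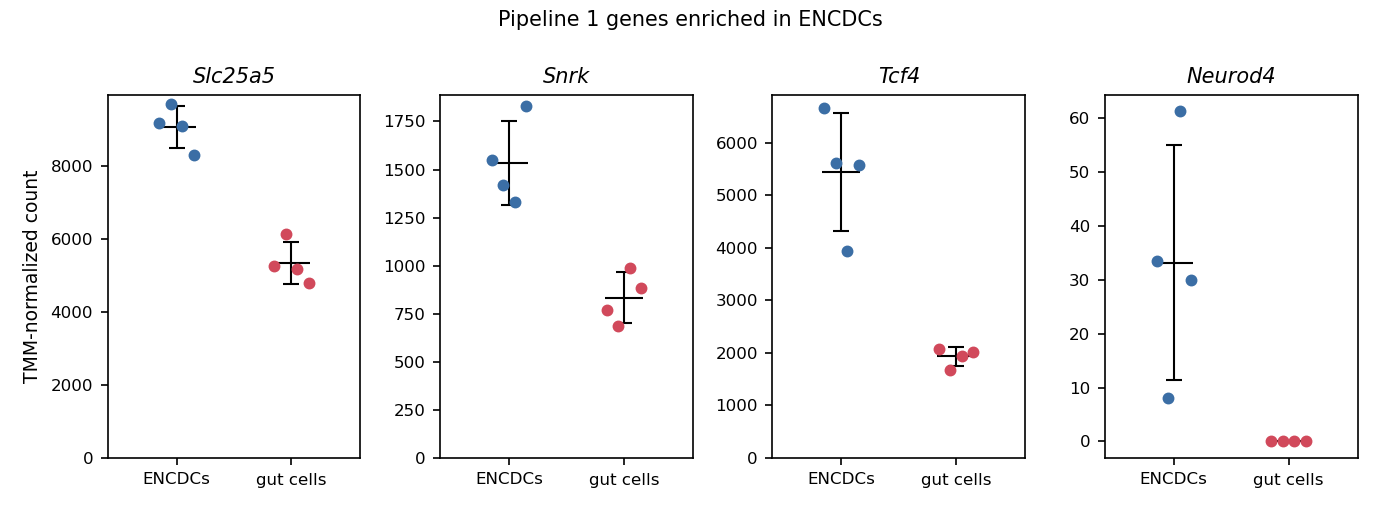
TMM-normalized counts (y axis, from 0) of *Slc25a5*, *Snrk*, *Tcf4* and *Neurod4* in the 4 ENCDC and 4 gut samples, 1 point per sample, with the mean and SD. *Neurod4* is at 0 in each gut sample, and the ENCDC samples lie above the gut samples for each gene.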

The high recovery of non-ENCDC-enriched genes by the first pipeline and its low signal-to-noise ratio when using all miRNAs led us to develop a second pipeline using solely ENCDC-derived sequencing data to evaluate miR-137 alone. After normalization, present genes were tested for expression >0 by a *t*-test, using a 5% false discovery rate as a threshold for significance. The *t*-statistics were then divided by their TargetScan scores for miR-137; thus, the *t*-statistics of the potentially repressed genes were further lowered by their predicted strength of targeting by miR-137. Significantly low *t*-statistics were identified by bootstrapping, and genes that were not originally significantly expressed were filtered out of the dataset. Ultimately, this pipeline identified nine genes of interest (*Msi1*, *Raver2*, *Lmtk2*, *Kcna2*, *Asphd1*, *Neurod4*, *B3galt2*, *Prdm10*, and *Kcnab3*).

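The 9 genes ranged from barely detected to well expressed in ENCDCs. *Lmtk2*, a kinase gene, had a mean count of 553 ± 330.2 in the ENCDC samples (SD, n = 4), and *Prdm10* and *Raver2* had 244 ± 183 and 198 ± 109. *Kcna2*, a potassium channel gene, had 88.0 ± 54.6, and *Msi1*, the gene of a neural RNA-binding protein, had 53.8 ± 20.5. *Neurod4* counts ran from 8 to 61. *B3galt2*, *Kcnab3* and *Asphd1* had means of 24.5, 11.0 and 9.5, and each had 0 counts in at least 1 ENCDC sample. Expression above 0 was tested with limma on log2(count + 1) over the genes present in ENCDCs, one-sided with Benjamini-Hochberg adjustment. Of the 16302 genes present, 16291 passed, all 9 among them, so the test sets few present genes apart. The largest adjusted p of the 9 was 0.0105 for *Kcnab3*, from limma, followed by *Asphd1* (0.0102) and *B3galt2* (0.0101). On counts without the log scale, 12933 genes and 7 of the 9 passed. Set against gut cells, 5 of the 9 were higher in ENCDCs and 1 was lower by edgeR's quasi-likelihood test (5 and 1 adjusted over the list alone), although the study chose them on these samples. *Msi1* rose by 2.14 on the log2 scale (standard error 0.49, adjusted p = 5.01e-03 from edgeR), and *Raver2* fell by 1.74 (standard error 0.32, adjusted p = 1.31e-03 from edgeR). *Lmtk2* rose by 1.28 and *Kcna2* by 2.94, and *Asphd1*, with no gut count, was at least 12.7-fold higher. The *Lmtk2* call was lost without gut replicate 2 (adjusted p = 0.0506 from edgeR). *Kcna2* lost its call without ENCDC replicate 1 (0.0637) and without gut replicate 2 (0.0563). *B3galt2*, *Prdm10* and *Kcnab3* were not called, with adjusted p values of 0.103, 0.785 and 0.123 from edgeR. *B3galt2* was called without ENCDC replicate 3 (adjusted p = 0.0169 from edgeR), and *Kcnab3* was called lower by voom and limma (0.0356). *Asphd1* and *B3galt2* share exon sequence with *Kctd13* and *Cdc73* on the opposite strand, which have far more reads, and *Raver2* shares 4 exon bases with *Jak1*. *Asphd1* and *Prdm10* are not on the miR-137 list of Supplementary File S6, which came from TargetScan 8.0 while both pipelines used TargetScan 7.2. The paper concludes that paired smRNA-seq and mRNA-seq data under normal conditions cannot guide in vivo work.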

GO term analyses of the results of both pipelines failed to produce any significant results. We thus concluded that analysis of paired smRNA-seq and mRNA-seq data under normal conditions is insufficient for identifying biological processes that are highly influenced by miRNAs and thus cannot guide in vivo experimentation.

### 2.3. Selection of miR-137 as a Candidate Regulator of ENS Development

We performed literature searches for each candidate miRNA to determine which ones we should follow up with further experimentation. We found that miR-9 and miR-124 both had well-established roles in central nervous system biology [20,21,22,23] and were capable of directly transforming fibroblasts into neuronal progenitors [24,25]. Meanwhile, miR-27b is frequently studied in the context of the heart [26,27], and miR-488 is suggested to be associated with many disease and cancer states [28], but neither seemed closely tied to neuronal development. We decided to pursue further analyses of miR-137, as multiple reports suggest that miR-137 is involved in hippocampal neuronal development, though with differing indications for its specific role [29,30,31]. We also noted that neuron-targeted *Mir137* conditional knockout (cKO) mice all died by P30 [32], a common finding in mice with ENS defects, whereas dramatic loss of miR-9 or miR-124 is perinatal lethal [33,34]. Before proceeding, we validated that miR-137 was enriched in ENCDCs by RT-qPCR (Figure 1D).

### 2.4. Mir137 Is Dispensable in ENCDCs, Neuronal Progenitors, and All Adult Neurons

The *Mir137^fl^* allele developed by Cheng et al. [32] is a functional *Mir137* allele that is excised in cells expressing Cre recombinase, allowing for lineage-specific conditional deletion of *Mir137* using Cre driver lines. We used this allele to test the necessity of *Mir137* expression in four Cre driver lines: *Nestin-cre*, *Wnt1-cre*, *Sox10-cre*, and *Baf53b-cre*. These Cre driver lines have been shown to target neuron progenitors, pre-migratory neural crest cells, migratory neural crest cells, and all mature neurons, respectively, and should thus all target the ENS in addition to other cell types.

We frequently observed germline recombination in *Nestin-cre* and *Sox10-cre* progeny, consistent with previous reports [35]. We also recovered one instance of germline recombination in *Wnt1-cre* progeny and tracked it to one male (out of dozens used to maintain the line over generations), indicating that germline recombination is rare but still possible using this *Wnt1-cre* allele. Finally, we observed germline recombination in *Baf53b-cre* progeny consistently and exclusively when *Baf53b-cre^+^* males were used during mating. Thus, only *Baf53b-cre^+^* females were used to maintain experimental lines.

We genotyped over 80 mice for each Cre driver line from *cre^−^; Mir137^fl/+^* x *cre^+^; Mir137^fl/+^* matings and assessed the ratios of genotypes we recovered (Table 2, Table 3, Table 4 and Table 5). We confirmed that mouse sex and genotype did not interact across all four lines and found that none of the lines tested resulted in a significant loss of *cre^+^; Mir137^fl/fl^* cKO mice by P28 (Table 6), contrasting with original reports [32].

The survival results suggested that despite miR-137 being highly enriched in E13.5 ENCDCs, it was not essential for ENS development. To confirm this hypothesis, we harvested the bowels from an adult *Wnt1-cre^+^; Mir137^+/+^; Rosa26^LSL-TdTomato^* mouse and an adult *Wnt1-cre^+^; Mir137^fl/fl^; Rosa26^LSL-TdTomato^* mouse. We used *Rosa26^LSL-TdTomato^* so that all cells that had ever expressed *Wnt1-cre* (i.e., all cells that should lack *Mir137* expression in cKO mice) would contain a fluorescent reporter. We stained the peeled proximal small intestine (PSI), distal small intestine (DSI), and distal colon (DC) with ANNA1, a human anti-neuronal antibody, and antibodies raised against S100β, a calcium-binding protein present in a subset of enteric glia (Figure 2, Supplementary Figure S2). Comparison of these bowels showed a similar apparent ENS structure in both genotypes with no selective loss of TdTomato^+^ cells and similar densities of neurons (ANNA1^+^/S100β^−^ cells), glia (ANNA1^−^/S100β^+^ cells), and double-positive (ANNA1^+^/S100β^+^) cells (Table 7), further indicating that miR-137 is not necessary for development or maintenance of enteric neurons or glia in the small bowel or the colon.

### 2.5. Nestin-cre Targets Most Enteric Neurons and Glia, along with Many Other Cells within the Bowel

All *Nestin-cre* cKO mice were originally reported to die by P30 [32], but in our facility, *Nestin-cre; Mir137^fl/fl^* mice consistently survived to this date and beyond (Table 2). Although *Nestin-cre* lineage cells have been implicated in ENS development [36], there are limited data on *Nestin-cre* as a method of targeting the ENS; therefore, we used *Nestin-cre; Rosa26^LSL-H2B-mCherry^* mice to evaluate *Nestin-cre* lineage labeling in the adult ENS and confirm that *Nestin-cre* should induce loss of *Mir137* in the ENS. We stained the peeled proximal small intestine (PSI), distal small intestine (DSI), and distal colon (DC) with ANNA1 and antibodies raised against S100β (Figure 3, Supplementary Figure S3).

In the myenteric plexus (Figure 3A–C), we found that neurons were present at densities ranging from 203.9 to 294.4 neurons/mm^2^ depending on the region (Figure 3D), with *Nestin-cre* lineage markers labeling 77.6–93.4% of neurons (Figure 3G). Glia were present at densities ranging from 176.9 to 326.8 glia/mm^2^ (Figure 3E), with high lineage labeling (94.5% and 94.4%) in PSI and DSI but comparatively low labeling (75.1%) in DC (Figure 3G). We also recovered rare ANNA1/S100β double-positive cells with estimated densities of 0.7–4.2 cells/mm^2^ (Figure 3F), though we could not confidently assess how often they were lineage traced by *Nestin-cre*.

In the submucosal plexus (Figure 3H–J), neurons were present at densities ranging from 18.3 to 62.6 neurons/mm^2^ (Figure 3K) and were labeled 77.3–94.8% of the time (Figure 3N). Glia were present at densities ranging from 83.5 to 126.9 glia/mm^2^ (Figure 3L), with lineage markers in 79.8–90.5% of glia (Figure 3N). Meanwhile, ANNA1^+^/S100β^+^ cells were significantly more common in PSI at a density of 67.7 cells/mm^2^, compared to 23.6 cells/mm^2^ in DSI and 1.6 cells/mm^2^ in DC (Figure 3M). These cells were generally lineage traced by *Nestin-cre*, with labeling rates ranging from 86.8 to 94.6% (Figure 3N).

While evaluating the ENS, we noticed that many ANNA1/S100β unstained cells were also labeled with H2B-mCherry, indicating that they descended from *Nestin-cre*-expressing precursors. While some cells could potentially be unstained neurons or glia, many of these cells morphologically and spatially appeared to be visceral smooth muscle (Supplemental Figure S3A–C), vascular smooth muscle (Supplemental Figure S3F), or epithelial cells (Supplemental Figure S3D–F). Combined, these results indicate that *Nestin-cre; Mir137* cKO mice should lack miR-137 in the vast majority of the ENS along with lacking miR-137 in many other cell types.

## 3. Discussion

The ENS has been called the “second brain” in the bowel due to its complex development, diverse cell types, and wide range of functions [37,38]. The cells that make up the ENS arise initially from ENCDCs that proliferate and migrate along the bowel during fetal development. When ENCDCs fail to colonize the distal bowel, the child is born with HSCR. While the vast majority of people with HSCR have at least one known risk allele, direct causes of HSCR remain difficult to identify [39]. This, combined with the importance of environmental factors during ENS development [40,41], suggests that further research into programmatic effectors of development is necessary. miRNAs are well-positioned to perform this role but have been under-investigated in ENS development, in part because miRNA expression in the developing ENS has not previously been characterized.

Our sequencing data capture a snapshot of miRNA expression at E13.5 in the developing murine ENS and surrounding gut cells. At this time point, ENCDCs have finished colonizing the fetal bowel and are beginning to separate and differentiate into the presumptive myenteric and submucosal plexuses, with some cells already showing electrical activity. Of the 880 miRNAs recovered in our sequencing, we identified 73 miRNAs that are significantly enriched in ENCDCs and expressed at moderately high levels. The six most significantly differentially expressed genes in that ENCDC-enriched subset were miR-9, -6540, -27b, -137, -124, and -488. miR-6540 is not conserved in humans (and thus is not discussed further) but has the same seed sequence as miR-124, which may suggest similar functions in development.

miR-9 has been thoroughly studied during central nervous system development [20,21]. It reaches peak expression in mouse telencephalon at E13.5, where it controls neural progenitor proliferation and differentiation through targeting *Foxg1*, *Meis2*, *Gsh2*, and *Isl1* [34]. In the ENS, loss of miR-9 targeting sites in farnesyl-prelamin A results in esophageal achalasia [42], suggesting that miR-9 plays a critical role in maintaining adult ENS health. These results are narrowly relevant to progeria, however, so targeted studies examining the role of miR-9 in the ENS are necessary to investigate if there are additional roles.

miR-27b is frequently studied in the context of the heart, where it is suggested to mitigate atrial fibrillation and fibrosis but aggravate cardiac hypertrophy [26,27]. In the brain, miR-27b targets transcriptional repressors in the presynaptic transcriptome [43], with conflicting evidence about whether miR-27b is up- or downregulated in response to sevoflurane treatment (a model of neuroinflammation) [44,45]. There are no publications examining the role of miR-27b in the ENS or HSCR.

miR-124, like miR-9, is well-characterized in neurodevelopment [22,23]. When overexpressed in fibroblasts in conjunction with miR-9 and anti-apoptotic proteins, miR-124 induces transdifferentiation into neuronal precursors through widespread transcriptome regulation [24,25,46]. While miR-124 has been studied in HSCR, both miR-124 and its proposed target gene *SOX9* were upregulated in the stenotic bowel compared to the normal bowel from the same patient [47], indicating further research is required.

miR-488 is usually (but not always) downregulated in cancer, acute myocardial infarction, and other conditions [28]. In the brain, miR-488 plays an anti-apoptotic role and can limit neuronal apoptosis in epilepsy or ischemic stroke [48,49]. In the HSCR colon, however, miR-488 is upregulated, where it is suggested to target *DCX* to limit cell migration and proliferation [50].

Finally, miR-137 is another commonly studied miRNA in neurodevelopment [51]. Polymorphisms of *MIR137* are associated with both schizophrenia and autism spectrum disorder [52,53]. In embryonic hippocampal neuronal stem cells (NSCs), miR-137 reportedly targets *Kdm1a* to promote NSC migration and differentiation [29], while in adult hippocampal NSCs, miR-137 is proposed to target *Ezh2* and *Mib1* to inhibit NSC differentiation [30,31]. Germline *Mir137* KO and *Nestin-cre; Mir137* cKO mice have been reported to die by P30 [32], a phenotype common in HSCR mouse models. Prior to this study, however, there were no publications examining the role of miR-137 in the ENS or HSCR.

Only three genes are predicted to be regulated by all five of these miRNAs at once: the nuclear factor one genes *Nfia* and *Nfib* and the zinc finger protein *Zbtb20*. Conditional knockout of *Nfia* by *Wnt1-cre* results in the loss of A-fiber nociceptors in the dorsal root ganglia, which sense sharp pinprick sensations [54]. Germline knockout of *Nfib*, meanwhile, results in severe lung hypoplasia, and even heterozygosity of *Nfib* delays pulmonary differentiation [55]. Neither have been studied in the context of the bowel previously. *Zbtb20*, however, has been shown to mediate stress-induced visceral hypersensitivity in rats through its expression in dorsal root ganglia [56]. Mice lacking *Zbtb20* display multiple metabolic defects, many of which are independent of liver function [57]. All three merit further investigation during bowel development, especially given their central location in these miRNA regulatory networks.

Our attempts to synthesize our paired smRNA-seq and mRNA-seq data were unsuccessful at informing potential experiments to perform with *Mir137* cKO mice, as no biological processes were identified as significantly regulated by the identified targets. It is interesting to note, however, that both pipelines suggested that *Neurod4* may be a critical regulatory target of miR-137. *Neurod4*, also known as *Math3*, cooperates with *Ngn2* during development of the cerebral cortex [58]. Germline loss of *Neurod4* in mice causes severe growth and motor defects due to loss of granule cells in the cerebellum [59]. While *Neurod4* has not been studied in the context of the ENS, our work suggests it may merit further investigation with more targeted tools.

Interestingly, of the 37 miRNAs that we found that have been specifically studied in HSCR, only 83.8% (31/37) were sequenced in our dataset, and only 19.4% of those (6/31) were specifically enriched in ENCDC samples (Table 8). These discrepancies may be attributable to the mid-embryonic timepoint we sampled, our specific selection of ENCDCs for sequencing, or expression differences between the murine intestine and the human colon. We hope our sequencing data will inform future investigations into the role of miRNAs in HSCR and other ENS diseases.

We followed up our sequencing data by examining miR-137 across four Cre driver lines: *Nestin-cre* [98], the driver used by Cheng et al. [32] to study *Mir137* cKO mice; *Wnt1-cre* [99], which targets the pre-migratory neural crest and hindbrain; *Sox10-cre* [100], which targets the migratory neural crest and glia; and *Baf53b-cre* [101], which targets mature neurons and has been shown to label the myenteric plexus of the entire small intestine [102]. Surprisingly, we found no difference in survival resulting from conditional loss of *Mir137* in any Cre driver tested (Table 6). Preliminary analysis of ENS anatomy in a *Wnt1-cre^+^; Mir137^fl/fl^* mouse also appeared to be normal.

The contrast between previously published *Nestin-cre; Mir137* cKO results showing poor growth and death around or shortly after weaning [32] and our apparent lack of phenotypic differences between WT and cKO mice, coupled with the prominent ENCDC enrichment of miR-137 at E13.5, prompted additional investigation. While *Nestin-cre* has been used to target the ENS for studies previously [103], no study thoroughly characterized *Nestin-cre* lineage labeling of the adult ENS. Thus, we evaluated the number of ANNA1- and S100β-labeled cells that descended from *Nestin-cre* lineage cells. We found that the adult ENS is largely (but not completely) labeled by *Nestin-cre*-induced reporter expression. Additionally, while *Nestin-cre* was initially developed to target neurons and selectively constructed using the neuronal enhancer of the *Nestin* gene [98], we noted that many cell types beyond neurons and glia were labeled in *Nestin-cre; Rosa26^LSL-H2B-mCherry^* bowels.

Given the many non-neuronal cell types *Nestin-cre* is expressed in, it is worth considering how loss of *Mir137* in *Nestin-cre*-targeted non-ENCDCs may influence ENS development, even recognizing that miR-137 is barely detectable in non-ENCDCs at E13.5. In the developing bowel, the gut mesenchyme expresses *Edn3* in progressively more distal regions, supporting ENCDC migration down the bowel [104]. Later, as ENCDCs organize into the myenteric and submucosal plexuses, *Shh* expression in the bowel epithelia provides critical organizational information [105]. Neither are directly targeted by miR-137, but both serve to demonstrate the importance of crosstalk between ENCDCs and non-ENCDCs during development. Unfortunately, no study to date has reported on when *Nestin-cre* begins Cre-dependent recombination during bowel development, in the ENS or otherwise, rendering it difficult to assess when and how loss of *Mir137* may affect ENS development despite its broader targeting.

While our *Nestin-cre; Mir137* cKO results were unexpected, the differences we found are not without precedent. Even though we acquired the same strains as originally published and made significant efforts to minimize background mixing, differences in both the microbiome [106] and environmental stress [107] can have dramatic effects on mouse phenotypes. Unfortunately, critical facility-specific factors that impact phenotype can be challenging to identify, so we cannot readily assess why our results differed from prior reports.

## 4. Materials and Methods

### 4.1. Animals

Mice were maintained in accordance with a Children’s Hospital of Philadelphia (CHOP) IACUC-approved protocol (IAC 22-001041). *Mir137-flox* mice were a gift from Dr. Peng Jin [32] and maintained in the 129S6/SvEvTac background. *Ednrb-EGFP* (MMRC #066515-MU, RRID:MMRRC_066515-MU), *Nestin-cre* (JAX #3771, RRID:IMSR_JAX:003771), *Wnt1-cre* (JAX #3829, RRID:IMSR_JAX:003829), *Sox10-cre* (JAX #25807, RRID:IMSR_JAX:025807), *Baf53b-cre* (JAX #27826, RRID:IMSR_JAX:027826), *Rosa26^LSL-TdTomato^* (JAX #7909, RRID:IMSR_JAX:007909), and *Rosa26^LSL-H2B-mCherry^* (JAX #23139, RRID:IMSR_JAX:023139) mice were maintained in a C57Bl/6J background. Background mixing was limited when possible, using progeny from initial F1 crosses to maintain experimental colonies except to rescue a collapsing line. Further animal and housing information is in Table S1.

### 4.2. Mid-Gestation ENCDC Isolation

Heterozygous *Ednrb-EGFP* mice and wild-type C57BL/6J mice were housed together and checked every morning for plugs, with the date of plug discovery considered E0.5. When the embryos reached E13.5, dams were euthanized via CO2, and the embryos were dissected in sterile L15 media (ThermoFisher #11415064, Waltham, MA USA) to isolate the bowel from the stomach to the anus. GFP^+^ bowels were identified with an inverted microscope (Zeiss Axio Observer.A1, Zeiss, Oberkochen, Germany; with attached X-Cite 120Q, Excelitas Technologies, Waltham, MA, USA) and incubated in sterile phosphate buffered saline (PBS; Mediatech #MT21-031-CM, Corning, NY, USA) with 0.2 mg/mL dispase (Gibco #17105041, Waltham, MA USA) and 0.2 mg/mL collagenase II (Sigma #C6885, Burlington, MA, USA) at 37 °C for 15 min. Loose cells were removed with PBS, then the embryonic bowel was fully dissociated by trituration with a P1000 pipette. The dissociated bowel was filtered with a 40 µm cell strainer (Corning #352340, Corning, NY, USA) before centrifuging at 293× *g* for 7 min. Pelleted cells were resuspended in 1 mL PBS with 2% heat-inactivated fetal bovine serum (Tissue Culture Biologicals #101, Tulare, CA, USA), 1 mM EDTA (Invitrogen #15575-038, Waltham, MA, USA), and 0.1% sodium azide (Sigma #S2002, Burlington, MA, USA) for fluorescence-activated cell sorting on a BD FACSJazz. After sorting to separate GFP^+^ ENCDCs from GFP^−^ gut cells (i.e., non-ENCDCs), samples were pelleted at 400× *g* for 10 min then resuspended in QIAzol (Qiagen #79306, Hilden, Germany) and stored at −80 °C until ready for RNA purification.

### 4.3. RNA Purification

RNA was purified from frozen samples in QIAzol using the Qiagen miRNeasy Mini Kit (Qiagen #217004, Hilden, Germany) in accordance with the manufacturer’s instructions. Briefly, the samples were thawed and allowed to solubilize for an additional 5 min after ice was no longer visible. The RNA fraction was then isolated via chloroform extraction. Ethanol was added to the clear hydrophilic fraction; then, the sample was loaded onto a spin column and washed with buffer RWT and RPE. The membrane was dried with an additional centrifugation step; then, the RNA was eluted into 50 µL of RNase-free water.

### 4.4. RNA Sequencing

Sequencing was performed by the Penn Genomics and Sequencing Core (PGSC; RRID: SCR_022382). Multiple RNA samples were pooled as necessary to obtain 4 replicates with 750 pg of RNA each. smRNA-seq libraries were prepared with the Illumina truSeq smRNA kit (Illumina #RS-200, San Diego, CA, USA), while mRNA-seq libraries were prepared with the Clontech SMARTer PCR cDNA Synthesis Kit (Clontech #634925, San Jose, CA, USA) followed by the Illumina NexteraXT kit (Illumina #FC-131, San Diego, CA, USA).

The sequencing reads produced by the PGSC were then aligned with STAR v2.4.2a [108] and normalized with PORT v0.8.5-beta [109]. Due to the short length of miRNAs, the additional arguments --outFilterScoreMinOverLread 0.3 and --outFilterMatchNminOverLread 0.3 were used to align the smRNA-seq data, thereby permitting short alignments. Minimum normalized read counts were used to analyze the mRNA-seq data, while the smRNA-seq data were analyzed using maximum normalized read counts due to gene duplication of many miRNA host genes (e.g., *Mir9-1hg*, *Mir9-2hg*, and *Mir9-3hg*). Differentially expressed genes were identified by processing read counts with the R voom package [110] then analyzing the output with the R limma package [111]. Finally, non-miRNA genes were filtered out of the smRNA-seq dataset, and duplicated miRNAs were consolidated by averaging their values.

### 4.5. RT-qPCR of miR-137

RNA samples were diluted to equivalent concentrations then prepared using the TaqMan Advanced miRNA cDNA Synthesis Kit (Applied Biosystems #A28007, Waltham, MA, USA). Briefly, RNA was polyadenylated then ligated to an adaptor before reverse transcription. The produced cDNA was then amplified to improve the detection of miRNA targets with low expression.

Quantitative polymerase chain reaction (qPCR) was performed using the TaqMan Fast Advanced Master Mix (Applied Biosystems #4444558, Waltham, MA, USA) and TaqMan Advanced miRNA Assays (Applied Biosystems #A25576, Waltham, MA, USA) for miR-137 (assay 477904_mir) and miR-106b (assay 478412_mir). miR-106b was chosen as a reference gene, as it has been shown to be more stably expressed than 5S rRNA or U6 snRNA during neuronal differentiation [112]. miR-137 expression was thus normalized to miR-106b expression, then ENCDC expression was normalized to gut expression. dCt(Gut)–dCt(ENCDC) (i.e., −ddCt) was chosen for the y-axis of Figure 1D so that increased miR-137 expression in ENCDCs produced a positive number.

### 4.6. Prediction of Critical mRNA Targets of Sequenced miRNA through Two Pipelines

The goal of both pipelines was to identify genes expressed in ENCDCs that could be repressed by miRNAs by enhancing their metrics of expression based on their predicted strength of repression. The first pipeline tested used the differential expression output for smRNA-seq and mRNA-seq. First, TargetScan 7.2 cumulative weighted context++ scores for every miRNA-mRNA pair were multiplied by the average expression value of each miRNA to incorporate the expected strength of targeting. Then, the *t*-statistic of each mRNA’s differential expression was multiplied by this targeting strength score. To evaluate weighted *t*-statistics for significance, 1000 permutations of this pipeline (using randomized TargetScan scores, miRNA expression levels, and mRNA *t*-statistics) were performed, and the boundaries of a two-tailed 5% analysis were identified. The signal-to-noise ratio was determined by randomizing the raw read counts of the mRNA-seq data and assessing these data via this differential expression and weighting pipeline.

The second pipeline tested only for predicted repression by miR-137. This pipeline first re-normalized the smRNA-seq and mRNA-seq data using only the ENCDC samples. Present miRNAs and mRNAs were identified by filtering for genes with an average of at least 3 transcripts across all samples and presence in at least 3 out of 4 samples, while significant expression was evaluated by a *t*-test for expression >0 (with a false discovery rate of <5% used as a threshold for significance). *t*-statistics were then divided by their TargetScan 7.2 cumulative weighted context++ score for miR-137; thus, the scores for potentially repressed genes were further lowered by their strength of targeting by miR-137. Significant *t*-statistics were again determined by a permutation analysis.

### 4.7. Survival Analysis

Mice from *cre^−^; Mir137^fl/+^* x *cre^+^; Mir137^fl/+^* matings were weaned at P28 and genotyped for wild-type, floxed, and deleted *Mir137* alleles using ear biopsies and previously published primers [32]. Mice with evidence of germline recombination were excluded from analysis, recognizing that each Cre driver line tested causes recombination in the skin (thus *Mir137^fl/-^* mice could not be differentiated from *Mir137^fl/fl^* mice). Whole litters were evaluated until at least 80 weanlings were genotyped, in order to produce a minimum expected value of 5 mice of each sex–genotype combination.

### 4.8. Adult Bowel Harvesting

Adult (P56-84) mice were euthanized by CO2 and dissected. The bowels were isolated from stomach to anus and roughly divided into the proximal small intestine, distal small intestine, and colon before being flushed with non-sterile PBS (ThermoFisher #21600069, Waltham, MA, USA). The flushed bowels were then opened lengthwise along the mesenteric border and pinned flat with stretching. The proximal and distal small intestine segments were trimmed to only the first and last 6 cm of pinned bowel, while the colon was divided into the proximal and middle/distal colon at the epithelial folds. The bowels were fixed with 4% paraformaldehyde (EMD Millipore CAS 30525-89-4, Burlington, MA, USA) in PBS for 25 min, rinsed with PBS, and stored overnight at 4 °C before peeling apart the muscularis and mucosal layers. The third centimeter of the proximal small intestine, the most distal centimeter of the distal small intestine, and the most distal centimeter of the colon were routinely used for further analyses. As the major duodenal papilla is typically found on the second centimeter of the proximal small intestine, the third centimeter was estimated to be the distal duodenum and/or proximal jejunum. The distal small intestine and distal colon segments corresponded to the distal ileum and rectum, respectively.

### 4.9. Immunohistochemistry

1 cm fixed bowel segments were blocked with 5% normal donkey serum (Jackson ImmunoResearch #017-000-021, RRID: AB_2337258, Ely, Cambridgeshire, UK) in PBS with 0.5% Triton X-100 (Sigma-Aldrich #T8787, Burlington, MA, USA) for 2 h at RT. The bowels were then stained with 1:20,000 ANNA1 (gift from Vanda Lennon, Mayo Clinic, Rochester, MN, USA, RRID: AB_2314657) and 1:200 rabbit anti-S100β (Abcam #ab52642, RRID: AB_882426, Cambridge, UK) in blocking buffer for 2 h at RT before being washed 3 times in PBS for at least 5 min per wash. The bowels were then stained with 1:400 AlexaFluor 647 Goat α-Human (Invitrogen #A21445, RRID: AB_2535862, Waltham, MA, USA) and 1:400 AlexaFluor 488 Goat α-Rabbit (Invitrogen #A11034, RRID: AB_2576217, Waltham, MA, USA) for 1 h at RT in the dark. Finally, the bowels were washed in the dark 3 times in PBS for at least 5 min per wash then mounted on a glass slide in 50/50 PBS/glycerol (Invitrogen #15514-011, Waltham, MA USA) with 0.05% sodium azide. Slides were sealed with clear nail polish (Sally Beauty #SBS-215100, Denton, TX, USA) and allowed to cure at RT overnight. Images were captured on a Zeiss LSM 710 confocal microscope with Zeiss ZEN 2.3 Sp1 FP3 (black) (Version 14.0.18.201; Zeiss, Oberkochen, Germany) software, a Plan-Apochromat 20×/0.8 air M27 objective lens, and slice interval of 1 µm. Images were taken from 8 unique fields of view (425.1 µm × 425.1 µm each), prioritizing the most proximal regions (if imaging the proximal small intestine) or the most distal regions (if imaging the distal small intestine or the colon).

Primary antibodies were considered trustworthy based on staining of *Wnt1-cre* lineage-traced cells, morphology and localization of staining, and comparison of images to published literature (including ANNA1^+^/S100β^+^ cells).

### 4.10. Cell Density Quantification

The bowel images were opened in ImageJ and quantified using the Cell Counter plugin. ANNA1^+^/S100β^−^ cells were considered neurons, while ANNA1^−^/S100β^+^ cells were considered glia. ANNA1^+^/S100β^+^ cells were also quantified but only referred to as “double-positive cells” for simplicity. Cell densities across all images of a given bowel and plexus region were averaged and reported as the density for that mouse (i.e., treated as an experimental N).

### 4.11. Statistics

A 6 × 2 contingency table of genotype × sex was constructed and evaluated using Fisher’s exact test to determine if genotype and sex were independent factors in determining survival to P28. As all experimental lines failed to disprove the null hypothesis of independence, sex was discarded as a differentiating factor, and the combined distribution of genotypes was compared to a null Mendelian distribution of genotypes (i.e., 12.5% for *cre^+^* and *cre^−^* with *Mir137^+/+^* and *Mir137^−/−^* and 25% for *cre^+^* and *cre^−^* with *Mir137^fl/+^*) using the chi-square test.

## 5. Conclusions

Our work provides a crucial perspective on the state of miRNA expression during ENS development as ENCDCs finish colonizing the bowel and begin differentiating into a mature neural network. We found 73 significantly ENCDC-enriched and highly expressed miRNAs and highlighted miR-9, -27b, -124, -137, and -488 as particularly of note. Our mRNA-seq dataset also provides important context for studying the potential effects of miRNA during ENS development. Our follow-up examination of *Mir137* revealed the importance of recognizing environmental factors in both mouse research and human disease.

## Figures and Tables

**Figure 1:**
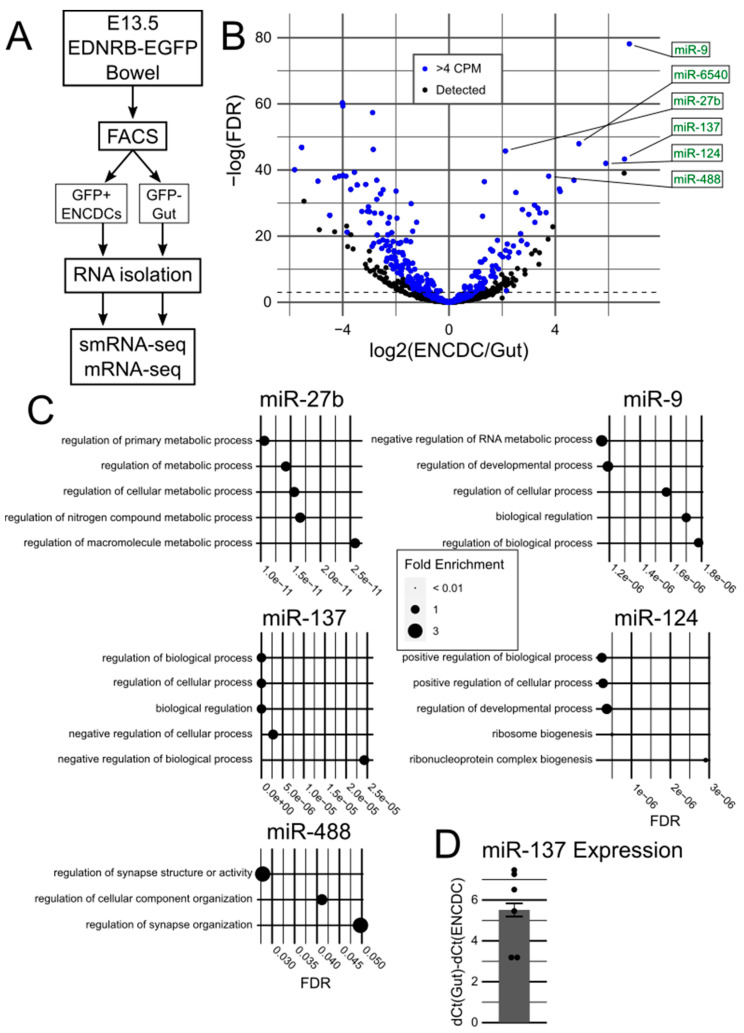
Analysis of ENCDC- and gut-paired smRNA-seq and mRNA-seq data. (**A**) Flowchart of analysis. E13.5 *Ednrb-EGFP* bowels were dissociated and sorted by FACS to separate GFP^+^ ENCDCs from GFP^−^ gut cells. RNA was isolated from each population then sequenced. (**B**) Volcano plot of miRNA results. Blue dots represent “highly expressed” miRNA, i.e., with >4 CPM detected. The top six most significant ENCDC-enriched miRNAs are labeled. (**C**) GO term enrichment analysis of the predicted mRNA targets of the top five ENCDC-enriched and evolutionarily conserved miRNAs. Dot size represents the fold enrichment of the term in the targeted gene pool compared to the reference pool of all present mRNAs. (**D**) RT-qPCR of miR-137 from six *Ednrb-EGFP* bowels comparing ENCDCs to other gut cells, demonstrating high enrichment of miR-137 in ENCDCs.

**Figure 2:**
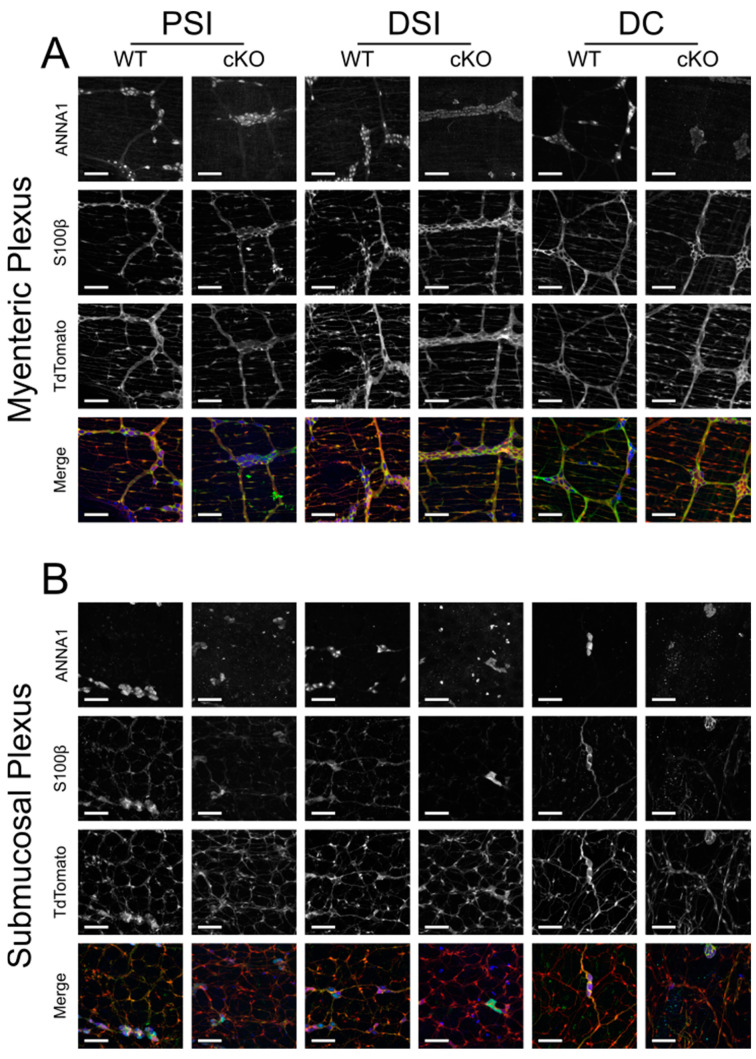
Loss of *Mir137* in *Wnt1-cre* lineage cells has no dramatic effect on the ENS. Split images of ANNA1 antibodies, S100β antibodies, and TdTomato protein in the (**A**) myenteric plexus and (**B**) submucosal plexus. Merged images are ANNA1 in blue, S100β in green, and TdTomato lineage tracing in red. Scale bars are 100 µm.

**Figure 3:**
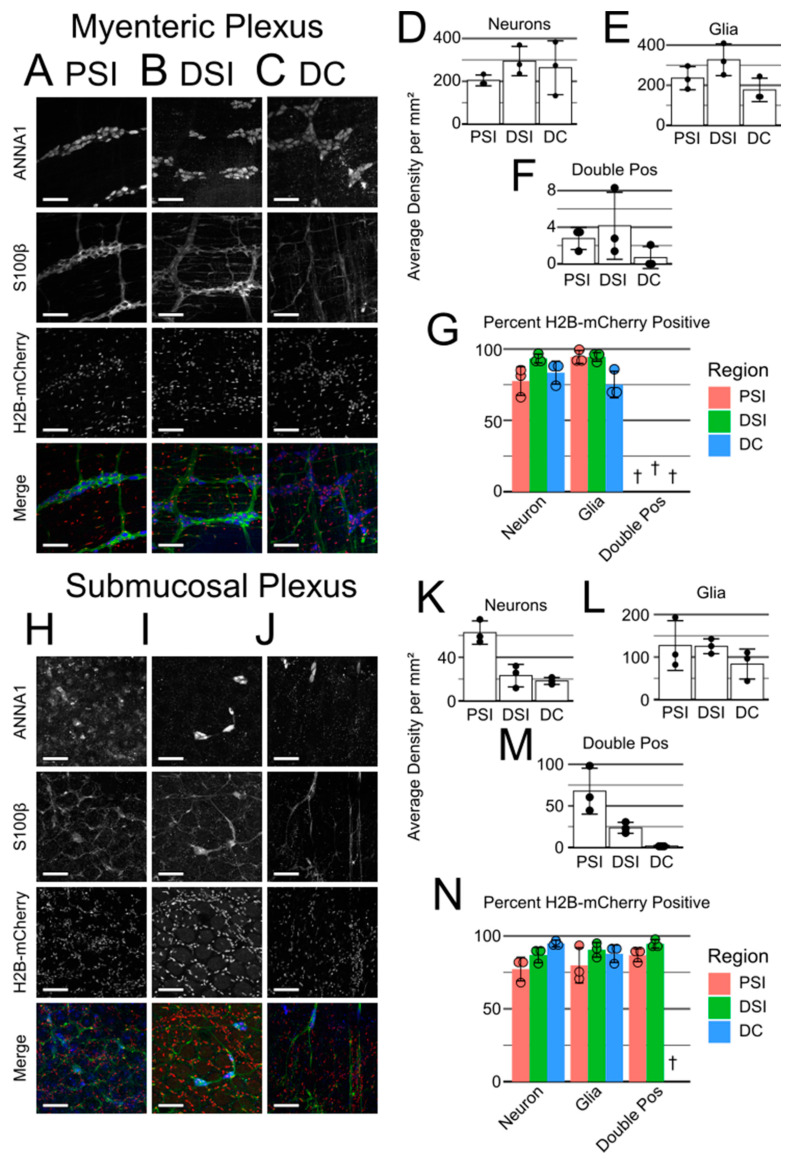
*Nestin-cre* lineage traces the majority of the ENS and many other cells. (**A**–**C**) Myenteric plexus of the PSI (**A**), DSI (**B**), and DC (**C**). (**D**–**F**) Graphs of the average density per mm^2^ of neurons (**D**), glia (**E**), and double-positive cells (**F**). (**G**) Graphs of the average percentage of neurons, glia, and double-positive cells that are lineage-traced by *Nestin-cre*. (**H**–**N**) As (**A**–**G**), but for the submucosal plexus. Merged images are ANNA1 in blue, S100β in green, and H2B-mCherry lineage tracing in red. Scale bars are 100 µm. † Percent lineage tracing cannot be confidently determined due to low cell density.

**Table 1:** Top six most significantly differentially expressed miRNAs in enteric neural crest–derived cells (ENCDCs) over gut cells.

miRNA	log2(CPM)	log2(ENCDC/Gut)	FDR	Conserved?
miR-9	8.60	6.78	1.13 × 10^−34^	Yes
miR-6540	5.38	4.89	1.50 × 10^−21^	No
miR-27b	14.12	2.12	1.36 × 10^−20^	Yes
miR-137	2.31	6.60	1.57 × 10^−19^	Yes
miR-124	2.86	5.90	5.70 × 10^−19^	Yes
miR-488	6.50	3.75	2.71 × 10^−17^	Yes

**Table 2:** Recovered weanlings from *Nestin-cre* litters.

	Male		Female		Total	
	Observed	Expected	Observed	Expected	Observed	Expected
*cre^+^ Mir137^+/+^*	6	5.5	5	5.5	11	10.25
*cre^+^ Mir137^fl/+^*	7	8.5	10	8.5	17	20.5
*cre^+^ Mir137^fl/fl^*	10	7	4	7	14	10.25
*cre^−^ Mir137^+/+^*	6	4.5	3	4.5	9	10.25
*cre^−^ Mir137^fl/+^*	9	8	7	8	16	20.5
*cre^−^ Mir137^fl/fl^*	6	7.5	9	7.5	15	10.25

**Table 3:** Recovered weanlings from *Wnt1-cre* litters.

	Male		Female		Total	
	Observed	Expected	Observed	Expected	Observed	Expected
*cre^+^ Mir137^+/+^*	7	6	5	6	12	10.625
*cre^+^ Mir137^fl/+^*	9	9.5	10	9.5	19	21.25
*cre^+^ Mir137^fl/fl^*	5	4	3	4	8	10.625
*cre^−^ Mir137^+/+^*	2	3	4	3	6	10.625
*cre^−^ Mir137^fl/+^*	13	12.5	12	12.5	25	21.25
*cre^−^ Mir137^fl/fl^*	5	7.5	10	7.5	15	10.625

**Table 4:** Recovered weanlings from *Sox10-cre* litters.

	Male		Female		Total	
	Observed	Expected	Observed	Expected	Observed	Expected
*cre^+^ Mir137^+/+^*	6	5	4	5	10	10.75
*cre^+^ Mir137^fl/+^*	9	9.5	10	9.5	19	21.5
*cre^+^ Mir137^fl/fl^*	6	6.5	7	6.5	13	10.75
*cre^−^ Mir137^+/+^*	6	6.5	7	6.5	13	10.75
*cre^−^ Mir137^fl/+^*	10	10	10	10	20	21.5
*cre^−^ Mir137^fl/fl^*	3	5.5	8	5.5	11	10.75

**Table 5:** Recovered weanlings from *Baf53b-cre* litters.

	Male		Female		Total	
	Observed	Expected	Observed	Expected	Observed	Expected
*cre^+^ Mir137^+/+^*	9	7	5	7	14	11.25
*cre^+^ Mir137^fl/+^*	10	13	16	13	26	22.5
*cre^+^ Mir137^fl/fl^*	9	5.5	2	5.5	11	11.25
*cre^−^ Mir137^+/+^*	5	5	5	5	10	11.25
*cre^−^ Mir137^fl/+^*	9	8.5	8	8.5	17	22.5
*cre^−^ Mir137^fl/fl^*	3	6	9	6	12	11.25

**Table 6:** Statistical analysis of recovered weanlings.

Cre Driver Line	Sex-Genotype Independence *p* ^†^	Genotype Effect *p* ^‡^
*Wnt1-cre*	0.6954	0.3535
*Sox10-cre*	0.4832	0.3729
*Nestin-cre*	0.7892	0.9248
*Baf53b-cre*	0.075	0.7376

^†^ Fisher’s exact test; determines if sex and genotype interact. ^‡^ Chi-square test; determines if the distribution of recovered genotypes matches Mendelian ratios.

**Table 7:** Neuron, glia, and ANNA1/S100β double-positive cell densities and lineage tracing in single *Wnt1-cre* wild-type and conditional knockout bowels.

**Density (/mm^2^)**							
		**Myenteric Plexus**			**Submucosal Plexus**		
		**PSI**	**DSI**	**DC**	**PSI**	**DSI**	**DC**
WT	Neurons	181.9	335.5	148.0	45.65	63.64	11.07
	Glia	343.8	711.8	502.2	260.1	255.2	235.9
	Double-positive	7.609	7.609	2.767	94.77	53.26	1.383
cKO	Neurons	146.6	318.9	298.8	70.56	56.72	22.13
	Glia	388.7	487.7	597.6	310.6	315.4	433.0
	Double-positive	6.917	7.609	2.767	124.5	43.58	4.150
**Lineage Tracing (%)**							
		**Myenteric Plexus**			**Submucosal Plexus**		
		**PSI**	**DSI**	**DC**	**PSI**	**DSI**	**DC**
WT	Neurons	47.15	43.71	29.44	63.64	63.03	62.5
	Glia	100	99.72	98.64	99.90	95.48	96.48
	Double-positive	100	81.82	--	81.75	63.64	--
cKO	Neurons	36.79	31.67	24.07	66.67	92.68	46.88
	Glia	99.82	100	99.54	97.77	99.56	99.36
	Double-positive	80	54.55	--	60	80.95	--

**Table 8:** Specific miRNAs studied in Hirschsprung disease.

miRNA	Reported Expression	Samples Compared	References	Present in smRNA-seq	ENCDC-Enriched
miR-124	↑	Stenotic vs. normal colon	[47]	Y	Y
miR-181a	↑	Case vs. control colon	[60]	Y	Y
miR-218	↑	Case vs. control colon	[61,62]	Y	Y
miR-24	↑	Case vs. control colon	[63]	Y	Y
miR-488	↑	Case vs. control colon	[50]	Y	Y
miR-92a	↑	Case vs. control colon	[64]	Y	Y
let-7a	↑	Case vs. control colon	[63]	Y	N
miR-1251	↓	Aganglionic vs. control colon	[65]	Y	N
miR-128	↑	Case vs. control colon	[66]	Y	N
miR-1324	↑	Aganglionic vs. control colon	[67]	N	N
miR-140	↓	Stenotic vs. dilated colon	[68]	Y	N
miR-141	↑/↓	Case vs. control colon	[69]/[70]	Y	N
miR-142	↓	Case vs. control samples	[71]	Y	N
miR-144	↓	Case vs. control colon	[72]	Y	N
miR-146a	↑	Case vs. control samples	[73]	Y	N
miR-146b	↑	Case vs. control colon	[74]	Y	N
miR-148a	↑	Aganglionic vs. ganglionic colon	[75]	Y	N
miR-150	↑	Case vs. control colon	[76]	Y	N
miR-192	↑/↓	Aganglionic vs. ganglionic colon/Case vs. control colon	[77]	Y	N
miR-195	↑	Case vs. control colon, aganglionic vs. control colon	[78,79,80]	Y	N
miR-199a	↑	Case vs. control plasma exosomes and colon	[81]	Y	N
miR-200a	↑/↓	Aganglionic vs. ganglionic colon/Case vs. control colon	[77]/[82]	Y	N
miR-200b	↑	Aganglionic vs. ganglionic colon	[77]	Y	N
miR-206	↓	Case vs. control colon, aganglionic vs. control colon	[83,84]	Y	N
miR-214	↑	Case vs. control colon	[85]	Y	N
miR-215	↓	Case vs. control colon	[86]	Y	N
miR-30a	↓	Case vs. control colon	[69]	Y	N
miR-31/-31*	↓	Case vs. control colon	[87]	Y	N
miR-369	↑	Aganglionic vs. control colon	[88]	Y	N
miR-424	↑	Dilated vs. control colon	[89]	N	N
miR-431	↑	Case vs. control colon	[90]	Y	N
miR-4516	↑	Dilated vs. control colon	[91]	N	N
miR-483	↑/↓	Stenotic vs. dilated colon/aganglionic vs. normal colon	[92]/[93]	Y	N
miR-637	↑	Aganglionic vs. control colon	[94]	N	N
miR-770	↓	Case vs. control colon	[95]	Y	N
miR-938	↑	Risk vs. non-risk fibroblasts, tibial nerve	[96]	N	N
miR-939	↑	Case vs. control colon	[97]	N	N

## Data Availability

The data presented in this study can be accessed under GEO accession number GSE250528.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna10010001/s1, Table S1: Extended animal, experiment, and housing information; Supplementary File S1: All significantly differentially expressed miRNAs; Supplementary File S2: All mRNAs present in ENCDCs; Supplementary File S3: All present predicted targets of miR-9; Supplementary File S4: All present predicted targets of miR-27b; Supplementary File S5: All present predicted targets of miR-124; Supplementary File S6: All present predicted targets of miR-137; Supplementary File S7: All present predicted targets of miR-488; Supplementary Figure S1: Venn diagram of predicted target counts of the top five miRNAs of interest; Supplementary Figure S2: Enlarged merged images from Figure 2; Supplementary Figure S3: Enlarged merged images from Figure 3.

# Supplementary material for: Sequencing Reveals miRNAs Enriched in the Developing Mouse Enteric Nervous System
**Source:** Noncoding RNA. 2023 Dec 22;10(1):1. doi: 10.3390/ncrna10010001
**Supplement:** Supplementary file 1

**Table S1 Extended animal, experiment, and housing information**

| **Animal Information** |  |
| --- | --- |
| *Species* | *Mus musculus* |
| *Age* | P28 weaning, P56-84 for bowel harvesting |
| *Sex* | Male & female (identified when possible) |
| *Strain* | See Methods for full list |
| *Genetic background* | 129S6/SvEvTac or C57BL6/J; see Methods |
| *Type of genetic modification* | Flanking by loxP sites around *Mir137* locus paired with multiple *cre*-expressing transgenes |
| *Genotypes used* | Varies; see Methods |
| *Microbe status* | Specific pathogen free |
| *Origin* | In-house breeding |
| *Weight* | Varies; see Results |
| *Procedure history* | None |
| *Drug & test naivete* | No exposure prior to experiments |
| *Health & immune status* | Healthy |
| *Quarantine & acclimatization* | N/A |
| **Housing** |  |
| *Type of facility* | Specific pathogen free |
| *Light/dark cycle* | 12h/12h, 18:00-06:00 dark |
| *Type of lighting* | Fluorescent ceiling bulbs |
| *Facility temperature* | 72°F +/- 2°F |
| *Facility humidity* | 30-70% |
| *Ventilation* | Room air changes 10-15x/hr, individually ventilated cage racks of ~70 air changes per hour |
| *Noise* | Ongoing construction in other parts of animal facility & adjacent building lot |
| *Type of cage* | Tecniplast GM500 |
| *Size of cage* | 77.66in^2^ |
| *Bedding material* | ¼” corncob or ¼” corncob/ALPHA-dri® blend |
| *Number of cage companions* | 1-5; singly housed if sole male in litter or after mating |
| *Presence & type of enrichment* | Present; nestlet material with mouse hut and/or shelf |
| *Frequency of cage change* | Weekly initially, every other week as of January 2022 |
| *Frequency of handling* | Solely for cage changes and experiments |
| *Breeding program* | Couple or trio matings; sibs or cousins mated together |
| *Type of food* | Lab Diet 5015 |
| *Food composition* | >11% fat, <3% fiber |
| *Food pre-treatment* | None |
| *Food & water availability* | Ad libitum |
| *Type of water* | Reverse osmosis purified, pH 7 |
| *Water pre-treatment* | None |
| *Frequency of water change* | Automated system |
| *Water delivery (bottle vs automatic)* | Automatic |

How the deposited data were processed for this re-analysis (not part of the article)

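mRNA was sequenced from 4 ENCDC (GFP+) and 4 gut cell (GFP-) libraries of E13.5 *Ednrb-EGFP* bowel. The counts were made by the authors, who aligned reads to mm10 with STAR 2.4.2a, normalized them with PORT and deposited the minimum normalized read count of each gene, a count of whole reads. The design text of the deposit speaks of small RNAs and CPM, while its title, its labels and the paper describe mRNA-seq, and the whole-number values add up to at least 13250893 in each library, so they were taken as mRNA read counts. The libraries had been brought to one depth by keeping a subset of the reads, so no further scaling for depth was needed beyond TMM factors. In the ENCDC samples the deposited counts behaved as a random subset of the reads in the part of Supplementary File S2 in hand (1999 genes). Of 29092 gene IDs, 29035 matched GENCODE M21, which was used for gene types, positions, 3' UTR lengths and exon overlaps. The deposited table gives its own gene symbols. For 27468 genes the interval in the table reaches 200 bp beyond the M21 gene on both sides.

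ENCDCs were compared with gut cells in R 4.3.3 with edgeR 4.0.16, using TMM factors, the quasi-likelihood F test and Benjamini-Hochberg adjustment, and genes were called at an adjusted p under 0.05. Genes needed a mean count of at least 3 and a count above 0 in at least 3 of 4 samples of at least 1 population. Limma 3.58.1 gave voom, camera and fry, and DESeq2 1.42.0 gave another test. Camera used a preset correlation of 0.01, with adjustment over 31 gene lists against all tested genes, or over 7 target sets against genes present in ENCDCs. Tables were handled in Python 3.11.15 with pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Expression above 0 was tested in ENCDCs with limma on log2(count + 1), in place of the paper's test, since limma shares the spread across genes. Random lists for the target sets numbered 10000 and were matched on mean ENCDC count or on 3' UTR length in 20 bins of rank. Between libraries, Pearson correlations across genes on the voom scale were 0.906 to 0.951 within ENCDCs, 0.938 to 0.948 within gut cells and 0.798 to 0.819 between them, and genes are not independent replicates.

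The comparisons, their tests, the gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, apart from the tests and the alternative that are said to have been chosen later. The text names the 10 called genes with the largest and the 10 with the smallest fold change among those with a mean count of at least 100 in the higher population and no overlap between the populations. It also names the protein-coding genes that the paper names, whose selection by the paper had been seen, and from each list up to 4 called genes with the highest mean count and those called against the direction of most of the list. Some genes that this rule picks are not reported here. The lists covered enteric neural crest progenitors, pan-neuronal genes, transmitters and neuropeptides, transmitter receptors, synaptic vesicles, voltage-gated channels, glia and Schwann cells, mesenchyme, smooth muscle, interstitial cells of Cajal, epithelium, mesothelium, endothelium, pericytes, macrophages, erythroid cells, Hirschsprung disease genes, signals made by gut cells, their receptors, the Hedgehog pathway, the Notch pathway, neuronal basic helix-loop-helix factors, anterior and posterior Hox genes, extracellular matrix, cell cycle, miRNA biogenesis, miRNA host genes, Cre driver genes, dissociation stress and mitochondrially encoded genes. Some genes are on more than 1 list. List members with no value under their symbol in the table, or too few counts to be tested, were left out of the counts. The alternatives were voom and limma, DESeq2, RLE factors, no factors, other filters on low counts, a test against a 2-fold change, a replicate block, other presence rules, other settings of camera, fry, matched lists, and leaving out each library in turn.

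The tests were checked on simulated counts for 18866 genes with the means and dispersions of these data and 200 changed genes. edgeR recovered 7.46% of the genes changed 1.5-fold, 35.8% of those changed 2-fold and 62.1% of those changed 4-fold, and 6.67% of its calls were unchanged genes. Voom and limma recovered 29.9% of the genes changed 2-fold with 1.56% of calls on unchanged genes, and DESeq2 56.7% with 25.3%. The adjusted p depends on how many genes change, and 7158 genes were called in the data against 200 changed in the simulation. The rates therefore do not give the power in these data. The shares of calls on unchanged genes rest on few calls for edgeR and for voom and limma. A group with no count was set at 3 counts over its 4 libraries to give a bound on a fold change, and a group with 1 to 3 counts was given an exact 95% interval of the ratio. smRNA-seq, histology, survival and knockout data were not analysed here.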

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

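The tests of the mesenchyme and muscle transcripts in ENCDC replicate 3, and the explanations weighed for the miR-9 and miR-124 targets, were chosen after the result was seen, while the matched lists and the splits of the samples were planned. A sample far from the other 3 of its population, by Dixon's test at 95%, was found in 32 of 381 sets of 4 samples (8.40%). In 7 of them the other 3 samples were at 0, which fixes the outcome, and of the 374 sets without that 25 (6.68%) passed, where chance gives about 5%. ENCDC replicate 3 was that sample for 10 of them. Its normalized counts were high for *Lmna* (1030, against 514 to 594 in the other ENCDC samples), *Edn3* (229, against 15.5 to 34.6), *Myl9* (2400, against 528 to 777), *Bnc1* (102, against 0 to 2.03), *Egfl7* (283, against 95.6 to 112), *Sema3a* (257, against 36.2 to 58.0), *Aldh1a2* (786, against 124 to 220), *Wnt5a* (584, against 194 to 246). They were low for *Elavl4* (4170, against 6150 to 6370) and *Dpysl3* (14700, against 19800 to 20900).

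Other ENCDC samples stood apart for fewer genes. *Gm20515* had 266 in ENCDC replicate 1 (79.6 to 96.4 in the others), *Dcx* 1130 in ENCDC replicate 4 (489 to 499 in the others), *Robo1* 899 in ENCDC replicate 4 (558 to 609 in the others), *Tek* 20.7 in ENCDC replicate 4 (0 to 1.00 in the others) and *mt-Nd4* 2120 in ENCDC replicate 4 (2710 to 2790 in the others). *Hoxa9* had 0 in ENCDC replicate 2 (14.2 to 15.5 in the others), *Ebf2* 7.11 in ENCDC replicate 1 (0 in the others) and *Mpo* 1.02 in ENCDC replicate 2 (0 in the others). Among gut samples, *Wnt5a* had 2680 in gut replicate 4 (2080 to 2160 in the others), *Epcam* 840 in gut replicate 3 (726 to 735 in the others), *Fbln2* 1750 in gut replicate 3 (895 to 1030 in the others), *Rrm2* 6680 in gut replicate 2 (4940 to 5230 in the others), *mt-Nd5* 6990 in gut replicate 2 (8960 to 9120 in the others), *Egfl7* 260 in gut replicate 1 (294 to 300 in the others) and *Ebf1* 92.8 in gut replicate 3 (127 to 131 in the others). Low gut counts gave *Gm20515* 0.980 in gut replicate 2 (0 in the others), *Adcyap1* 2.97 in gut replicate 4 (0 in the others), *Tmprss5* 1.97 in gut replicate 2 (0 in the others), *St8sia5* 0 in gut replicate 4 (3.89 to 3.95 in the others), *S100b* 4.92 in gut replicate 2 (0 in the others) and *C130071C03Rik* 4.86 in gut replicate 1 (0 in the others). Erythroid globin made up 0.5197% of the counts in gut replicate 1 and 0.6745% to 0.6976% in the other gut samples.

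Mesenchyme and muscle transcripts were higher in ENCDC replicate 3. The excess implied a gut share of 9.08% over 36 mesenchyme and muscle genes (quartiles 3.70% and 12.7%) and of 0.444% over 48 macrophage, erythroid and epithelial genes (quartiles -1.03% and 4.28%). On the log2 scale the median excess was 1.78 for mesenchyme and muscle, 1.88 for mesothelium, 1.37 for posterior Hox, 0.99 for pericytes, 0.81 for erythroid, 0.67 for macrophage 0.12 for epithelial and -0.12 for endothelial genes, and neural genes fell (-0.40 for progenitor, -0.39 for pan-neuronal and -0.55 for transmitter receptor genes). The difference in implied share argues against gut cells carried over in the proportions of the gut samples (two-sided permutation p = 2.10e-04). The 1.72 left after the trend with transcript length was taken out argues against length as the whole cause. Against genes at the same level in the other ENCDC samples (median excess -0.037) the one-sided permutation p was 1.00e-04. That test was chosen after these transcripts were seen to be high in replicate 3. The median excess of 1.78 nevertheless lay far above the upper end of the range of matched genes, 0.251. Replicate 3 was the highest ENCDC sample for 31 of 35 members with at least 100 gut counts. For these transcripts, the values argue against fewer molecules as the whole cause. Both p values are too small where genes move together. Replicate 3 had the fewest genes with a count (17953, against 19123 to 20070 in the other ENCDC samples). Carry-over of some kinds of gut cells more than others stays open as a candidate explanation. Fewer molecules in the library stay open only as part of the cause, and no biological explanation was tested.

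Targets of miR-9 and miR-124 had lower fold changes than other present genes, by a median of -0.079 (range of 95% of matched lists -0.12 to -0.036) and -0.078 (-0.11 to -0.045) against lists matched on 3' UTR length. Permutation set these targets apart from lists matched on 3' UTR length (largest adjusted p 1.40e-03 over 7 sets) and mean ENCDC count (4.67e-04). The miR-9 and miR-124 lists were picked on that result, but the matched lists were planned and the adjustment covered all 7 sets. With genes taken as independent, these values argue against either 3' UTR length or mean expression as the whole cause for these lists. Repression common to the 5 enriched miRNAs stays open, since the other 3 lists are those left after miR-9 and miR-124 were picked. Of these 3, miR-488 (0.071, -0.0073 to 0.15) lay above both ranges, while miR-27b (-0.016, -0.057 to 0.029) and miR-137 (0.0062, -0.037 to 0.051) did not. Targets of at least 3 of the miRNAs lay lower, as those of miR-9 and miR-124 did (-0.10, -0.18 to -0.015, adjusted p = 0.0509 by permutation). Matched lists treat genes as independent, and camera called neither the miR-9 nor the miR-124 list. For these, 18 and 20 of 35 splits of the samples gave as small a camera p, so chance is not excluded. Repression by miR-9 and miR-124 alone also stays open. Medians were 0.10, 0.059, -0.024 and -0.050 for targets of 0, 1, 2 and 3 of the miRNAs and 0.26 for the 35 targets of 4.

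Transcripts of 4 of 5 tested miRNA host genes on the list, which the paper did not analyse, were called above the level in gut cells. Normalized counts were 3590 in ENCDCs against 740 in gut cells for *2010111I01Rik*, 800 against 51.3 for *Astn1*, 163 against 1.21 for *C130071C03Rik* and 69.9 against 0 for *Mir124a-1hg*. *Mir9-3hg*, with mean counts of 6.5 in ENCDCs and 4.75 in gut cells, was not called, and *Gm3764*, which holds *Mir9-1* and was chosen after its values were seen, had 7.25 and 3.75.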

How the results depend on the processing

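The presence count at the depth of Supplementary File S2 was the only alternative chosen after seeing the data. Over 2316 comparisons of 193 named genes, 2208 kept direction and side of the threshold, 106 lost the call, 2 gained it and 0 reversed. Among calls shared with the reported ones, voom and limma (6859 genes) and DESeq2 (6842) gave the same direction. Leaving out 1 library gave 2567 to 3371 higher and 3253 to 4247 lower genes. A test against a 2-fold change, which asks for a larger effect, called 983 higher and 2031 lower. With any count in any ENCDC sample as presence, 20241 present genes were on no target list.

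Matched on mean ENCDC count, adjusted p was 4.67e-04 for miR-9, miR-124 and any of the 5 miRNAs, 3.36e-03 for miR-27b and 7.00e-04 for targets of at least 3. Matched on 3' UTR length it was 1.40e-03 for miR-9 and miR-124. The other 98 of 105 comparisons of target sets gave the same call as camera.

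Of 341 comparisons of gene lists, 322 kept their call, and of 744 comparisons of the numbers of list members called, 15 moved by over 1.5 times. With an estimated correlation camera's adjusted p was 0.0501 for transmitters, 0.0516 for synaptic vesicles, 0.154 for voltage-gated channels, 0.0767 for mesenchyme, 0.0868 for smooth muscle, 0.118 for mesothelium, 0.0767 for endothelium, 0.0653 for pericytes, 0.115 for macrophages, 0.0516 for erythroid genes, 0.0578 for Hedgehog, 0.0604 for Notch, 0.0501 for posterior Hox, 0.118 for extracellular matrix, 0.229 for cell cycle and 0.118 for mitochondrial genes. The estimated correlation allows for genes that move together. The Hirschsprung list gave 0.0447 with a replicate block and 0.0478 without ENCDC replicate 1, in a range of 0.0478 to 0.0959 without 1 library. The miRNA biogenesis list gave 0.043 without gut replicate 4, in a range of 0.043 to 0.12. The cause of these changes was not tested.

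With the replicate number as a block (replicate block), 2609 genes were higher and 3324 lower. Deviations of same-numbered ENCDC and gut samples correlated at -0.0170 to 0.0146 across genes, so no shared deviation was seen. Samples from the same bowels need not share one, so these values cannot decide whether the numbers pair the samples.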

Differences from the paper's values

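No value set beside the paper's differed by more than 1.5 times at the paper's stated presence rule. The paper's 17229 genes and 13308 untargeted genes (the paper's 77.2%) stand beside 16302 and 12408 (76.1%) here. Among the alternatives set before the data were examined, a mean of at least 3 only gave 17320 and 13409 (77.4%), the nearest to the paper's. A mean of 3 at the depth of Supplementary File S2, chosen after seeing the values, gave 16901 and 13002 (76.9%). The 3 genes on all 5 lists are the paper's 3.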

Other observations

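The choice of *Gm26871* was made after its values were seen, and the splits of the samples were planned. Host genes of the enriched miRNAs were 4 higher and 0 lower of 5 (4 and 0 adjusted over the list alone, median 3.96, camera adjusted p = 2.35e-04) by edgeR's quasi-likelihood test and limma's camera. *2010111I01Rik*, whose span holds *Mir27b*, rose by 2.28 on the log2 scale, *Astn1*, which holds *Mir488*, by 3.96, and *C130071C03Rik*, which holds *Mir9-2*, by 6.92, with all its gut counts from gut replicate 1. *Mir124a-1hg*, which holds *Mir124a-1*, had no gut count and was at least 91.7-fold higher. *Gm26871*, whose span on chromosome 3 holds *Mir137*, had 191 ± 179 normalized counts in ENCDCs and 3.70 ± 4.91 in gut cells (SD, n = 4 each), a log2 fold change of 5.65 (standard error 0.93, adjusted p = 6.34e-04 from edgeR). The log2 fold change of *Gm26871* was 7.03 without gut replicate 2, 4.74 without ENCDC replicate 3 and between these without any other library. Reads from a host gene are not miRNA levels, and *2010111I01Rik* and *C130071C03Rik* share exon sequence with genes on the opposite strand.

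Signals made by gut cells were 3 higher and 19 lower of 25 (4 and 20 adjusted over the list alone, median -2.75, camera adjusted p = 6.47e-06). *Gdnf* (log2 fold change -5.90), *Edn3* (-4.38), *Aldh1a2* (-3.89), *Aldh1a1* (-3.81), *Wnt5a* (-2.84), *Shh* (-3.61) and *Slit2* (-0.87) were lower, while *Slit3*, *Sema3c* and *Aldh1a3* rose by 1.04, 1.11 and 1.77. Without ENCDC replicate 3 the log2 fold change was -6.52 for *Gdnf*, -5.90 for *Edn3*, -4.92 for *Aldh1a2*, -4.50 for *Aldh1a1* and -5.07 for *Sema3a*, and without gut replicate 3 it was 2.38 for *Aldh1a3*. Their receptors were 9 higher and 6 lower of 23 (9 and 6 adjusted over the list alone, median 0.054, camera adjusted p = 0.143), with *Gfra1* and *Erbb3* higher and *Nrp2*, *Robo1*, *Erbb2*, *Unc5c*, *Plxna2* and *Rarg* lower. With the adjusted p from edgeR in brackets, *Plxna2* lost its call without ENCDC replicate 2 (0.0529) or gut replicate 2 (0.0515), and *Rarg* without gut replicate 1 (0.0530) or 4 (0.0634). Hirschsprung disease genes were 8 higher and 5 lower of 16 (8 and 6 adjusted over the list alone, median 0.42, camera adjusted p = 0.0721), with *Ece1* (-1.73), *Sema3a* (-3.94) and *Sema3d* (-1.29) lower.

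Anterior Hox genes were 10 higher and 0 lower of 12 (11 and 0 adjusted over the list alone, median 1.43, camera adjusted p = 2.35e-07), with *Hoxd3*, *Hoxb5*, *Hoxa5* and *Hoxa2* the most abundant. Posterior Hox genes were 0 higher and 11 lower of 13 (0 and 11 adjusted over the list alone, median -4.63, camera adjusted p = 1.91e-06, or 0.0501 with an estimated correlation), with a median of -4.47 when the 3 genes with no count in one population stand at their bound. Of the posterior genes, *Hoxa10*, *Hoxd10*, *Hoxa9* and *Hoxd9* had log2 fold changes of -4.63, -4.47, -4.15 and -5.32. Hedgehog pathway genes were 0 higher and 10 lower of 12 (0 and 10 adjusted over the list alone, median -1.80, camera adjusted p = 5.73e-06, or 0.0578 with an estimated correlation). *Gas1* (-1.62), *Gli3* (-1.80), *Ptch1* (-2.10) and *Smo* (-0.38) were lower, and *Smo* lost its call without ENCDC replicate 1 (0.0770), 2 (0.0629) or 3 (0.0517) or gut replicate 3 (0.104) or 4 (0.0938), with the adjusted p from edgeR in brackets. Notch pathway genes were 13 higher and 2 lower of 19 (13 and 2 adjusted over the list alone, median 1.62, camera adjusted p = 4.43e-05, or 0.0604 with an estimated correlation), with *Dll3*, *Mfng* and *Dll1* higher and *Jag1* and *Notch3* lower. Neuronal basic helix-loop-helix and related factors were 14 higher and 4 lower of 20 (14 and 5 adjusted over the list alone, median 1.49, camera adjusted p = 7.86e-05), with *Hes6*, *Id3* and *Tcf3* higher, *Neurog3*, *Ebf1* and *Ebf2* lower, and *Neurod1* at least 27.3-fold lower. *Tcf3* lost its call without gut replicate 2 (0.0604), and *Ebf2* without ENCDC replicate 2 (0.0647) or 4 (0.0636) or gut replicate 1 (0.0603) or 3 (0.115). *Hoxd3* and *Neurog3* share exon sequence with *Haglr* and *Fam241b* on the opposite strand.

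Cell cycle genes were 12 higher and 3 lower of 30 (12 and 3 adjusted over the list alone, median 0.30, camera adjusted p = 1.19e-03, or 0.229 with an estimated correlation), with *Rrm1* and *Rrm2* up by 0.45 and 0.54, *Mcm2* also higher and *Mcm4* (log2 fold change -0.60), *Mcm6* and *Ccne1* lower. With the adjusted p from edgeR in brackets, *Mcm2* lost its call without ENCDC replicate 1 (0.0637) or 3 (0.0519) or gut replicate 1 (0.0684), 3 (0.0755) or 4 (0.0639), *Mcm6* without ENCDC replicate 2 (0.0618) or gut replicate 3 (0.0570) and *Ccne1* without ENCDC replicate 1 (0.0577), 2 (0.0734) or 4 (0.0856) or gut replicate 1 (0.0683), 2 (0.0849), 3 (0.0587) or 4 (0.0703), so 1 cell cycle gene was lower without ENCDC replicate 2 or gut replicate 3. Extracellular matrix genes were 3 higher and 22 lower of 26 (3 and 22 adjusted over the list alone, median -1.68, camera adjusted p = 4.49e-09, or 0.118 with an estimated correlation), with *Fbln1*, *Lama4* and *Fbln2* higher and *Sparc* (-0.55), *Emilin1* (-1.60), *Mfap2* (-0.95) and *Mfap4* (-3.32) lower. *Fbln2* lost its call without ENCDC replicate 3 (0.0588) or 4 (0.0613) or gut replicate 1 (0.0643), 2 (0.0839) or 4 (0.0797), and *Mfap4* shares exon sequence with *Mapk7* on the opposite strand.

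Dissociation stress genes were 4 higher and 8 lower of 20 (5 and 9 adjusted over the list alone, median -0.65, camera adjusted p = 0.187) by edgeR and camera, with *Jun*, *Ier2*, *Nr4a1* and *Jund* higher and *Fos* and *Btg2* among the lower ones. *Fos* lost its call without gut replicate 1 (0.0714), 2 (0.0766) or 4 (0.0534), and *Jund* without ENCDC replicate 1 (0.0699), 2 (0.0771) or 3 (0.0744) or gut replicate 1 (0.0735), 2 (0.0873) or 3 (0.101). miRNA biogenesis genes were 4 higher and 0 lower of 19 (4 and 0 adjusted over the list alone, median 0.24, camera adjusted p = 0.0686), with *Lin28b* up by 1.63, *Ago1* by 0.85, *Ddx5* by 0.33 and *Pabpc1* by 0.29. *Ago1* lost its call without ENCDC replicate 1 (0.0584) or gut replicate 1 (0.0532), 2 (0.0604) or 4 (0.0586), and *Ddx5* without ENCDC replicate 1 (0.0877) or 2 (0.0687) or gut replicate 2 (0.0587), 3 (0.0615) or 4 (0.0667), and 2 biogenesis genes were higher without ENCDC replicate 1 or gut replicate 4, and 1 was lower without gut replicate 2. Mitochondrially encoded genes were 0 higher and 6 lower of 8 (0 and 7 adjusted over the list alone, median -0.56, camera adjusted p = 1.01e-03, or 0.118 with an estimated correlation), with *mt-Co1*, *mt-Nd1*, *mt-Nd4* and *mt-Nd5* lower, and *mt-Co1* lost its call without ENCDC replicate 4 (0.0567) or gut replicate 1 (0.0663). Mitochondrial transcripts made up 0.541% to 0.691% of counts in ENCDC samples and 0.774% to 0.876% in gut samples. The Cre driver genes *Nes*, *Sox10* and *Actl6b* were 3 higher and 0 lower of 3 (3 and 0 adjusted over the list alone, median 6.23, camera adjusted p = 7.14e-04). *Sox10* and *Actl6b* rose by 6.23 and 7.37 on the log2 scale, and *Nes* by 0.69. *Nes* had 1143 ± 267 normalized counts in ENCDCs and 707 ± 72.4 in gut cells (SD, n = 4 each). *Lmna* fell by 0.83, *Dicer1* was not called (adjusted p = 0.209 from edgeR) and neither was *Mib1* (0.55). *Sox9* fell by 0.95 and lost its call without any single library but ENCDC replicate 3 (0.0521 to 0.0720). *S100b* rose by 3.79, with all its gut counts from gut replicate 2, and lost its call without ENCDC replicate 2 (0.0566) or gut replicate 1 (0.0644), 3 (0.0629) or 4 (0.0619). *Gsx2*, *Wnt1* and *Neurog2* were not analysed here.

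Of 35 splits of the 8 libraries into 4 and 4, only 1, the real one, called as many genes higher and only 1 as many lower. The highest other split called 0 genes in either direction. Each other split puts ENCDC and gut samples together in both groups, which widens the spread within groups and makes calls unlikely. For these counts 1 of 35 is also the smallest share that the splits can give. The real split shifted 26 gene lists by camera and the highest other split 25, with 1 split, the real one, as large. For the target sets chance is not excluded. Splits with as small a camera p numbered 18 for miR-9, 32 for miR-27b, 20 for miR-124, 32 for miR-137, 27 for miR-488, 27 for any of the 5 and 26 for at least 3, and the smallest p in another split was, for at least 3, 1.70e-06.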
